# Chiffon triggers global histone H3 acetylation and expression of developmental genes in *Drosophila* embryos

**DOI:** 10.1242/jcs.259132

**Published:** 2022-01-24

**Authors:** Eliana F. Torres-Zelada, Smitha George, Hannah R. Blum, Vikki M. Weake

**Keywords:** Chiffon, *Drosophila*, Chromatin, Histone acetylation, Development, SAGA, CHAT

## Abstract

The histone acetyltransferase Gcn5 is critical for gene expression and development. In *Drosophila*, Gcn5 is part of four complexes (SAGA, ATAC, CHAT and ADA) that are essential for fly viability and have key roles in regulating gene expression. Here, we show that although the SAGA, ADA and CHAT complexes play redundant roles in embryonic gene expression, the insect-specific CHAT complex uniquely regulates expression of a subset of developmental genes. We also identify a substantial decrease in histone acetylation in *chiffon* mutant embryos that exceeds that observed in *Ada2b*, suggesting broader roles for Chiffon in regulating histone acetylation outside of the Gcn5 complexes. The *chiffon* gene encodes two independent polypeptides that nucleate formation of either the CHAT or Dbf4-dependent kinase (DDK) complexes. DDK includes the cell cycle kinase Cdc7, which is necessary for maternally driven DNA replication in the embryo. We identify a temporal switch between the expression of these *chiffon* gene products during a short window during the early nuclear cycles in embryos that correlates with the onset of zygotic genome activation, suggesting a potential role for CHAT in this process.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Chiffon within the Gcn5-containing CHAT complex plays key roles in embryonic gene expression and histone H3 acetylation in *Drosophila*.

## INTRODUCTION

Histone acetylation stimulates chromatin remodeling, thereby contributing to transcription activation. One of the best-characterized histone acetyltransferases (HATs) is the highly conserved General control nonrepressed 5 (Gcn5), which functions as part of large multi-subunit transcriptional coactivator complexes to stimulate gene expression (Soffers and Workman, 2020). The fruit fly *Drosophila melanogaster* contains four Gcn5-containing complexes: Spt–Ada–Gcn5 acetyltransferase (SAGA) (Kusch et al., 2003; Muratoglu et al., 2003), Ada2a-containing complex (ATAC) (Guelman et al., 2006), Chiffon histone acetyltransferase (CHAT) (Torres-Zelada et al., 2019) and the Ada2–Gcn5–Ada3 transcription activator (ADA) (Soffers et al., 2019). The formation of each of these complexes is determined by which Ada2 homolog incorporates into the complex: ATAC contains Ada2a, while SAGA and ADA contain the Ada2b-PB splice isoform, and CHAT contains the Ada2b-PA isoform (Kusch et al., 2003; Muratoglu et al., 2003; Torres-Zelada et al., 2019; Weake et al., 2009). In general, all Gcn5 complexes preferentially acetylate histone H3 *in vitro* and *in vivo* with the highest activity on K9 and K14 (Guelman et al., 2006; Pankotai et al., 2005; Soffers et al., 2019; Torres-Zelada et al., 2019). In addition, ATAC acetylates histone H4 due to the presence of a second HAT within the complex (Suganuma et al., 2008). Mutations in *Ada2b* that disrupt SAGA, ADA and CHAT alter gene expression (Li et al., 2017; Weake et al., 2008). However, there is remarkably little overlap between the genes regulated by *Ada2b* and other SAGA subunits. Although this lack of overlap was previously attributed to SAGA's additional enzymatic activities, in light of findings that Ada2b splice isoforms nucleate formation of distinct Gcn5 complexes (Torres-Zelada et al., 2019), an alternative interpretation is that SAGA, ADA and CHAT have distinct roles in gene expression.

CHAT contains three subunits that are shared with the other Gcn5 complexes, Gcn5, Ada3 and Sgf29, and two unique subunits, the Ada2b-PA splice isoform and Chiffon (Fig. 1A). In flies, *chiffon* encodes two polypeptides that have independent functions. The Chiffon N-terminal product is orthologous to Dbf4, which is a cyclin-like protein that binds and activates Cdc7 forming the Dbf4-dependent kinase (DDK) complex that initiates DNA replication (Landis and Tower, 1999; Stephenson et al., 2015); we refer to this polypeptide as Chiffon-A. In contrast, the C-terminal domain of Chiffon, which is only conserved within insects, directly binds Gcn5 and nucleates formation of the CHAT complex; we refer to this polypeptide as Chiffon-B. Only Chiffon-B is essential for fly viability because it rescues the lethal *chiffon* mutant phenotype, whereas Chiffon-A, which binds Cdc7, does not (Torres-Zelada et al., 2019). Intriguingly, CHAT can also substitute for SAGA or ADA HAT activity during fly development because expression of the CHAT-specific Ada2b-PA splice isoform restores viability to *Ada2b* mutants whereas the shared SAGA and ADA Ada2b-PB isoform does not (Torres-Zelada et al., 2019). These data suggest that either CHAT is the predominant HAT required for development in flies, or that CHAT can compensate for some of the functions of SAGA and/or ADA (hereafter SAGA/ADA) in acetylation (Torres-Zelada et al., 2019). To distinguish between these possibilities, we investigated the functional overlap between the SAGA, ADA and CHAT complexes in terms of gene regulation. Here, we show that the majority of genes with disrupted expression in *Ada2b* embryos are redundantly regulated by SAGA, ADA and CHAT. Surprisingly, *chiffon* mutants that disrupt only CHAT cause different changes in gene expression compared with loss of *Ada2b*, accompanied by a global loss of H3K14ac genome-wide in embryos. These data suggest that, in addition to its HAT activity, the Chiffon subunit of CHAT might have another role in gene expression that is independent of Gcn5. In addition, we identify a temporal switch between expression of the Chiffon-A and Chiffon-B polypeptides in early embryos that coincides with the second wave of zygotic transcription. We propose that CHAT functions as a pioneer coactivator complex during embryogenesis that is necessary for the later recruitment and/or activity of HAT complexes that activate gene expression programs essential for development.

**Fig. 1.**
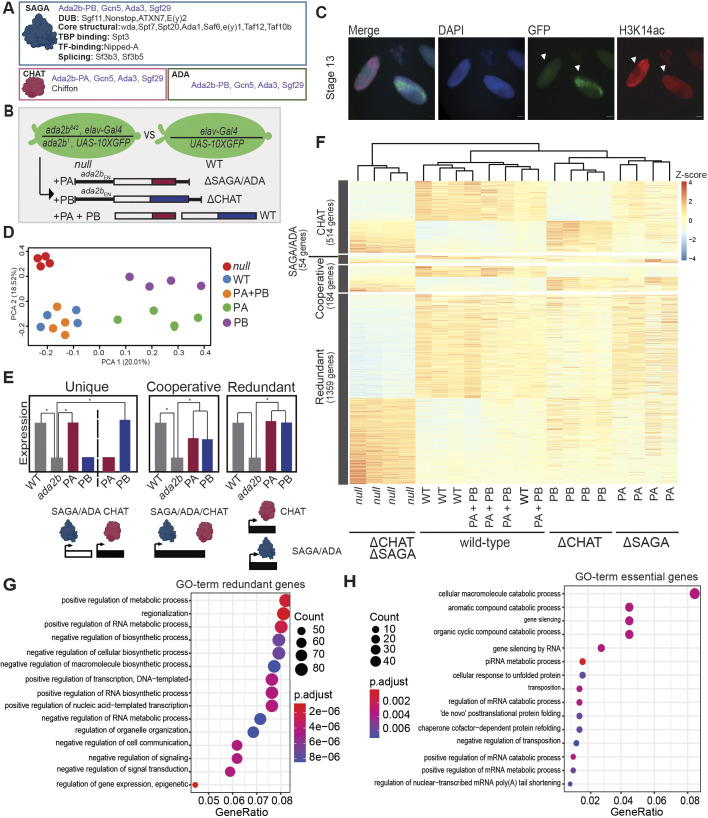
**Ada2b splice isoforms act redundantly to regulate gene expression in embryos.** (A) Schematic showing the differences in composition between the SAGA, ADA and CHAT complexes. The shared Gcn5 core subunits are labeled in purple. (B) Outline of the RNA-seq design. Flies that carry two different *Ada2b* null alleles (*Ada2b^842^* or *Ada2b^1^*) were crossed as outlined, and GFP-positive stage 12–14 embryos were manually selected. The Ada2b-PA or Ada2b-PB transgenes were expressed as single copies *in trans* under the control of the *Ada2b* genomic regulatory sequences (*Ada2b*_EN_). (C) Stage 13 embryos were stained for DAPI and H3K14ac. GFP-positive embryo is *Ada2b* null*.* Scale bars: 20 µm. (D) Scatterplot of principal component analysis (PCA) of normalized counts for each replicate. (E) Idealized bar plots demonstrating the criteria for Ada2b-regulated genes. * indicates difference as determined by statistical tests as detailed in text and methods. (F) Heatmap of RNA-seq expression *z*-scores computed for DEGs in *Ada2b* versus PA+PB and WT. (G,H) Gene ontology (GO) terms for genes regulated redundantly by SAGA/ADA and CHAT (G) or requiring CHAT for unique and cooperative expression (H).

## RESULTS

### SAGA/ADA and CHAT act redundantly to regulate gene expression in embryos

Gene expression profiling of *Ada2b* mutants has revealed widespread disruption of gene expression that was historically attributed to the loss of SAGA activity (Torres-Zelada and Weake, 2020). However, the recent finding that alternative splicing of *Ada2b* can generate new diversity in Gcn5 complexes raises the question of whether these complexes have overlapping or distinct roles in regulating gene expression. To answer this question, we generated *Ada2b* mutant embryos that express either the Ada2b-PA or Ada2b-PB isoform, resulting in embryos that lack CHAT, or SAGA and ADA, respectively (Fig. 1A,B). The Ada2b-PA or -PB transgenes were expressed *in trans* under control of the genomic *Ada2b* regulatory sequences (*Ada2b*_EN_), as described previously (Weake et al., 2011). The lethality observed in *Ada2b* mutants is entirely rescued by expression of both Ada2b splice isoforms (Torres-Zelada et al., 2019). We note that the SAGA and ADA complexes cannot be distinguished genetically in flies through *Ada2b* because the Ada2b-PB isoform is present in both complexes (Fig. 1A).

As wild-type (WT) controls, we used *Ada2b* embryos that express both Ada2b-PA and Ada2b-PB (which fully restore viability), as well as *­elav-Gal4>GFP* embryos that do not carry the *Ada2b* alleles (Fig. 1B). We observed a decrease in H3K14ac levels in the GFP-positive *Ada2b* null embryos relative to their heterozygous (non-GFP) siblings by stage 13, indicating that loss of all Ada2b isoforms globally impacts histone H3 acetylation (Fig. 1C). 

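The RNA-seq experiment compared 5 genotypes with 4 biological replicates each, and every replicate was a pool of 6 embryos. *Ada2b* null embryos (null) lacked both isoforms. *Ada2b*+Ada2b-PA embryos (PA) expressed only the isoform found in CHAT, and *Ada2b*+Ada2b-PB embryos (PB) only the isoform found in SAGA and ADA. The WT controls were *Ada2b* embryos with both transgenes (PA+PB) and *elav-Gal4>GFP* embryos (WT), 8 libraries together. The label of 1 control library, WT replicate 3, gives stage 12–15 in place of stage 12–14, and the library was kept. The authors trimmed the reads, mapped them with HISAT2 and counted them on genes with htseq-count, and the deposited values are these counts, without normalization.

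Between 1665636 and 35678749 counts per library fell on genes. The median was 20878348 in the null libraries, 7376680.5 in the PA libraries, 5163977 in the PB libraries, 11500925 in the PA+PB libraries and 29834061.5 in the WT libraries. The deposited totals also count reads not aligned, aligned to more than 1 place or outside genes. Counts on genes were 14.7% to 24.5% of these totals in the null, 19.6% to 32.2% in WT and 10.4% to 20.3% in PA+PB. They were 2.39% to 8.89% in PA, 2.53% to 5.96% in PB replicates 1 to 3 and 27.3% in PB replicate 4. Genes with at least 1 count numbered from 11601 to 12061 in the null libraries and from 10061 to 12126 in the WT libraries. The numbers were 5389 to 8740 in the PA libraries, 4739 to 10547 in the PB libraries and 7295 to 11352 in the PA+PB libraries. With all libraries thinned at random to 1665636 counts, the null libraries still had 11008 to 11064 genes, the PA libraries 5349 to 8534 and the PB libraries 4739 to 9614. The WT libraries had 9182 to 10641 genes and the PA+PB libraries 7160 to 10574, so that the libraries of both controls also lay under every null library. Every PA and every PB library lay under every null library (2-sided exact permutation tests, p = 0.0286 for each genotype, the smallest p that 4 libraries against 4 allow). A floor of 3 counts corresponded to a CPM (counts scaled to the library total) of between 0.0841 and 1.80, depending on the library. Such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

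**Figure D1:**
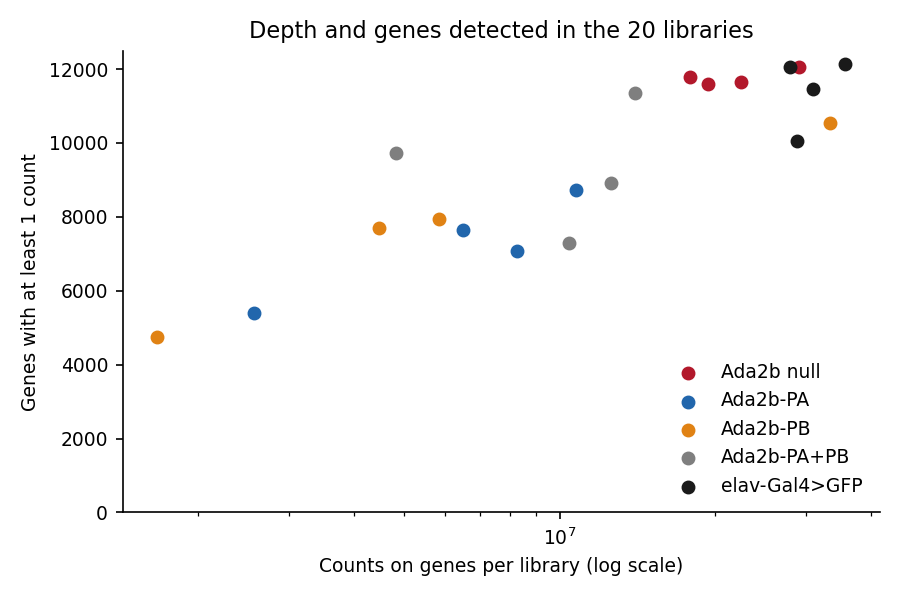
Counts on genes per library (x axis, log scale) against the number of genes with at least 1 count (y axis) for the 20 libraries, coloured by genotype. The PA and PB libraries lie at 4739 to 10547 genes and the null libraries at 11601 to 12061.

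*Ada2b* itself (FBgn0037555) lies on the minus strand of chromosome 3R from 8236632 to 8240515, where PolI overlaps it on the other strand. Normalized by edgeR's TMM method, its CPM were 39.1 ± 8.19 (SD, n = 4) in the null libraries and 134 ± 30.96 in the WT libraries. They were 218 ± 25.7 in the PA libraries, 155 ± 35.9 in the PB libraries and 275 ± 75.4 in the PA+PB libraries. All null libraries (30.7 to 47.1 CPM) were lower than the lowest other library (106 CPM). The log2 fold change of the null was -1.75 against WT (SE 0.32, FDR = 0.00473) and -2.75 against PA+PB (SE 0.34, FDR = 0.000527) in edgeR's quasi-likelihood test. With each library left out in turn, these fold changes stayed between -1.85 and -1.64 and between -2.90 and -2.64.

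**Figure D2:**
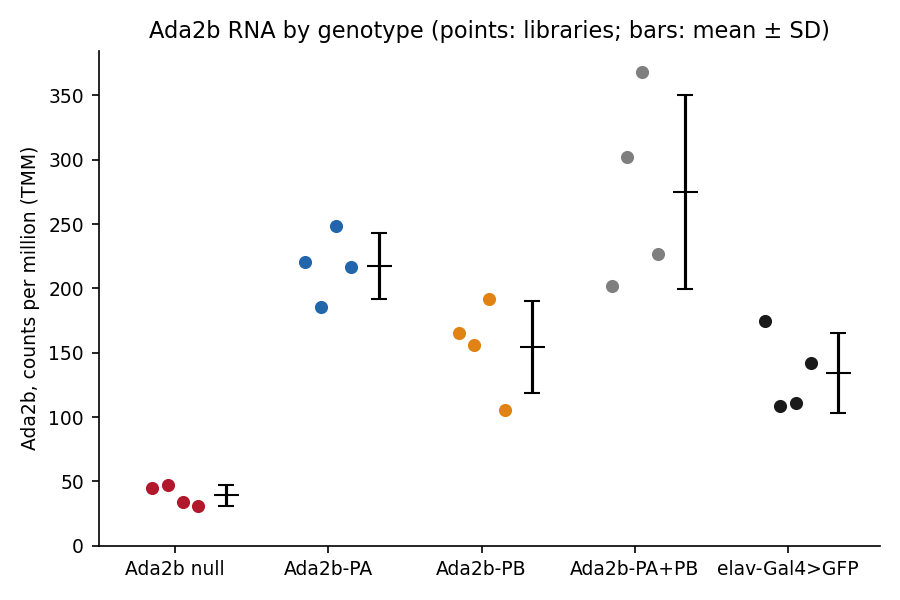
CPM of *Ada2b* (y axis) in each library by genotype (x axis), with the mean and SD of 4 libraries beside the points. The 4 null libraries lie between 30.7 and 47.1 CPM, under all other libraries.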

Based on these data, we performed RNA sequencing (RNA-seq) experiments in stage 12−14 embryos [8–11 h after egg laying (AEL)]. 

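PCA was run on the log2 CPM of 10904 genes, those left by a filter on low counts, after 1 factor of unwanted variation estimated from the replicates had been removed. The first component held 24.1% of the variance and the second 16.3%. Scaled to unit length, the scores of the null libraries on the second component lay between -0.225 and -0.216, and those of the 8 control libraries between -0.156 and -0.0892. On the first component the null libraries lay between 0.161 and 0.213 and the controls between -0.355 and 0.143. Over all genes, the root mean square distance of the null from WT was 1.55 on the log2 scale, against 0.74 expected from the spread of replicates. Its distance from PA+PB was 1.79, against 0.93 expected. The null and the 8 controls gave a pseudo-F of 3.99 (exact permutation test over 495 splits, p = 0.00404). Each null library had another null library as its nearest neighbour. WT and PA+PB were 0.98 apart, less than the 1.06 expected from their replicates (exact permutation test, p = 0.629). The pseudo-F was 4.70 when each gene was scaled to unit variance, and it moved most, to 2.98, when null replicate 1 was left out.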

Principal component analysis (PCA) revealed that the *Ada2b* samples were distinct from the two WT controls (Fig. 1D). 

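The PA and PB libraries had the largest spread between replicates, 1.98 and 2.19 on the log2 scale, against 0.76 in the null. The mean of the PA libraries was 1.99 from that of the PB libraries (exact permutation test over 35 splits, p = 0.0571, adjusted p = 0.0634 over 10 pairs of genotypes). It was 1.69 from WT, 1.75 from PA+PB and 2.28 from the null. The mean of the PB libraries was 1.78 from the null, 1.87 from WT and 2.07 from PA+PB. Net of the spread between replicates, the distance was 1.33 between PA and PB, 1.34 between PB and the null, 1.17 between PA and PA+PB and 1.21 between PA and WT. Without this correction the distance between PA and PB was 1.18 times the shortest distance from either of them to another genotype. In the plane of the first 2 components, PA and PB were 2.10 apart, PA was 1.47 from PA+PB and PB was 1.82 from the null. Of the 8 PA and PB libraries, 2 had a PA or PB library as nearest neighbour. The nearest library was WT for 3 PA libraries, and null, PB, PA+PB and WT for 1 PB library each. With 3 factors of unwanted variation removed, the order was the opposite: the distance between PA and PB was 0.93 times the shortest distance to another genotype.

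**Figure D3:**
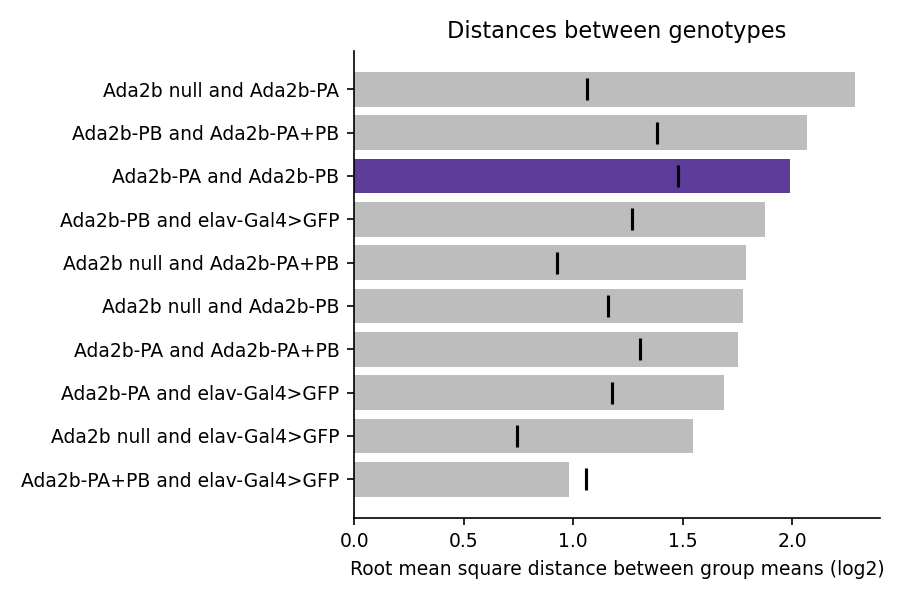
Root mean square distances between the means of each pair of genotypes (bars, log2 scale) and the distance expected from the spread of replicates alone (black ticks). The bar of *Ada2b*+Ada2b-PA and *Ada2b*+Ada2b-PB is dark, at 1.99, and those of the other pairs are grey, from 0.98 to 2.28.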

Interestingly, the *Ada2b* embryos expressing either the Ada2b-PA isoform (ΔSAGA/ADA) or the Ada2b-PB isoform (ΔCHAT) grouped more closely to each other rather than to either the null or WT samples. These data suggested that SAGA/ADA and CHAT might have redundant or overlapping roles in gene expression during embryogenesis.

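Genes past the thresholds (FDR under 0.05 and a log2 fold change of at least 0.5 in either direction) were counted between pairs of genotypes in the same edgeR fit. Between PA and PB, 1 gene passed, and 2337 had an unadjusted p under 0.05. This gene, CG2736 (FBgn0035090, chromosome 2R from 24973431 to 24975341), was named after its values were seen. It had 0 counts in all 4 PA libraries, 57 to 150 counts in the PB libraries, 59 to 181 in the PA+PB libraries, 66 to 140 in the null libraries and 666 to 1328 in the WT libraries. These counts are not scaled to the library totals (1665636 to 35678749), so they do not rank the genotypes other than PA. The null differed from PA at 233 genes, with 188 lower and 45 higher in the null. The balance was the opposite with DESeq2's size factors (13 lower and 16 higher) and without the filter on low counts (9 lower and 23 higher). In the other alternatives that kept all libraries, more genes were lower in the null. The null differed from PB at 15 genes, with 6 lower and 9 higher. WT and PA+PB differed at 2 genes, 7SLRNA:CR32864 and snoRNA:U3:54Ab, also named after their values were seen, and 398 genes had an unadjusted p under 0.05. Their log2 fold changes in WT against PA+PB were 4.18 and 4.36. The number of genes between PA and PB moved most with DESeq2's Wald test, to 1428.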

To identify genes that required SAGA/ADA or CHAT for expression, we first identified genes that were differentially expressed between *Ada2b* and both WT controls. 

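Against both WT controls, 294 of the 10904 genes tested were DEGs in the null, and they are called *Ada2b* DEGs here. All 294 were lower in the null and 0 were higher. At an unadjusted p under 0.05 in both contrasts, 1076 genes were lower and 101 higher. Against WT alone, 495 genes were lower and 5 higher, and against PA+PB alone 357 were lower and 12 higher. The median log2 fold change of the null against the 8 controls was -1.99 at the *Ada2b* DEGs and -0.22 over all genes tested. At 292 of the 294 genes, the 4 null values all lay outside the range of the controls in expression after the factor of unwanted variation was removed, and at 291 in CPM. Of all genes tested, 2333 and 2640 had such values, against 0.404% that chance gives. Of the 2333 genes, 1769 (16.2% of genes tested) lay below all 8 controls and 564 (5.17%) above them. Chance gives 0.202% in each direction.

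Of the 3 DEGs with the largest decreases whose null values lay outside the controls after this removal, Trf4-2 (FBgn0039251, chromosome 3R from 24925216 to 24927085, with asRNA:CR46097 on the other strand) had the most counts. Its CPM were 0.82 ± 1.28 (SD, n = 4) in the null, with 0 counts in 2 libraries, 152 ± 41.0 in WT and 131 ± 85.7 in PA+PB. Its log2 fold change in the null was -7.74 against WT (SE 1.95, FDR = 0.0251) and -7.89 against PA+PB (SE 2.06, FDR = 0.0396). Its CPM were 86.2 ± 77.9 in PA and 6.55 ± 13.1 in PB, with 0 counts in 3 PB libraries. In PB embryos its log2 fold change was -4.19 against WT (FDR = 0.176) and -4.33 against PA+PB (FDR = 0.0957), so that it was not called there. lncRNA:CR44111 (FBgn0264942, chromosome X from 8919640 to 8920467) lies within rdgA on the other strand. It had 0 counts in all null libraries, so that it was at least 31.6-fold lower than in WT (FDR = 0.0344) and at least 32.5-fold lower than in PA+PB (FDR = 0.0454), and the PA libraries also had 0 counts. It stayed past the thresholds in 4 of 6 alternatives against WT (FDR up to 0.0571) and in 3 of 6 against PA+PB (FDR up to 0.0815). Cpr5C (FBgn0029811, chromosome X from 5804677 to 5805344) also had 0 counts in all null libraries. It was at least 7.95-fold lower than in WT (FDR = 0.00901) and at least 243-fold lower than in PA+PB (FDR = 0.00287), but 1 library of each control had 0 counts too, so that its null counts do not lie outside those of the controls. Against WT, Cpr5C stayed past the thresholds in 5 of 6 alternatives (FDR up to 0.134).

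With only the groups compared in the fit, the number of *Ada2b* DEGs was 784. Over all alternatives it ran from 17, when only the 3039 genes with at least 1 count in every library were tested, to 1286, with only the groups compared and no factor of unwanted variation, both chosen after the data had been seen.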

We identified 2111 differentially expressed genes (DEGs) between *Ada2b* and WT. 

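The 294 *Ada2b* DEGs were 2.70% of the genes tested. Without a filter on low counts, 56 of 15168 genes passed, which is 0.369%. Of the other 20 genes of the subunits in Fig. 1A, 0 were *Ada2b* DEGs, and 5 had an unadjusted p under 0.05 in both contrasts. With p-values adjusted over these 20 genes alone, Ada3, chif and Spt20 passed in both contrasts, all lower in the null. Adjusted over all genes, chif (FBgn0000307, chromosome 2L from 16342430 to 16352628, overlapping Hyls1) passed against WT, with a log2 fold change of -1.21 (SE 0.25, FDR = 0.00774), but not against PA+PB (-0.90, SE 0.25, FDR = 0.0549). Its CPM were 296 ± 44.7 (SD, n = 4) in the null, 650 ± 164 in WT and 509 ± 47.5 in PA+PB. Spt20 (FBgn0036374, chromosome 3L from 13502707 to 13511541) likewise passed against WT (-1.92, SE 0.31, FDR = 0.00332) and not against PA+PB (-0.95, SE 0.32, FDR = 0.107). Over the 20 genes, the log2 fold changes ran from -1.99 to 1.87 against WT and from -2.83 to 0.42 against PA+PB.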

We conclude that these 2111 DEGs, corresponding to 22% of all expressed genes, represent the complete set of gene targets for the Ada2 subunits of SAGA, ADA and CHAT in embryos (Table S1). Next, we reasoned that there were three distinct possibilities for how these Gcn5 complexes could regulate gene expression. If SAGA/ADA and CHAT regulate expression of unique sets of genes, then some of the 2111 DEGs would be misregulated in the same direction and to the same extent [fold change (FC)] in *Ada2b* embryos expressing either the Ada2b-PA or Ada2b-PB isoform (Fig. 1E). Alternatively, if SAGA/ADA and CHAT act cooperatively to regulate gene expression, then those DEGs would be misregulated in the same direction in both *Ada2b* embryos expressing Ada2b-PA (*Ada2b*+Ada2b-PA) and Ada2b-PB (*Ada2b*+Ada2b-PB), but to a lesser extent than the null. Last, if SAGA/ADA and CHAT act redundantly, then the identified DEGs would not be misexpressed in *Ada2b* embryos expressing either splice isoform because SAGA/ADA and CHAT would compensate for the loss of each other at these genes.

When we clustered the 2111 DEGs identified in *Ada2b* relative to WT, we found very few genes that were uniquely regulated by SAGA/ADA (*Ada2b*+Ada2b-PA, 54 genes) while nearly a quarter were uniquely regulated by CHAT (*Ada2b*+Ada2b-PB, 514 genes). 

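DEGs of PA and of PB embryos were called against both WT controls with the same thresholds. In PA embryos, 10 genes were DEGs, with 8 lower and 2 higher, and 1197 had an unadjusted p under 0.05 in both contrasts. In PB embryos, 82 genes were DEGs, with 64 lower and 18 higher, and 1889 had an unadjusted p under 0.05, with 918 lower and 971 higher. With the 8 controls pooled as 1 group, 513 PB DEGs were lower and 650 higher, while in every other alternative more were lower. Of the 294 *Ada2b* DEGs, 17 (5.78%) were also lower in PB embryos and not called in PA embryos, and are counted as uniquely regulated by CHAT. The opposite pattern, unique regulation by SAGA/ADA, was found at 0 genes. At an unadjusted p under 0.05, 127 *Ada2b* DEGs moved with the null in PB embryos only and 1 in PA embryos only. At the 17 genes, the median log2 fold change against the 8 controls was -2.23 in the null, -2.27 in PB embryos and -1.02 in PA embryos. A direct test of PB against PA passed the thresholds at 0 of these 17 genes, and 13 had an unadjusted p under 0.05.

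The largest decreases in PB embryos among them were those of CR14033 and Marf1. CR14033 (FBgn0046776, chromosome 2L from 5242699 to 5244239) is annotated as a pseudogene and lies within tkv on the other strand. Its log2 fold change in PB embryos was -8.68 against WT (SE 1.72, FDR = 0.0247) and -8.66 against PA+PB (SE 1.66, FDR = 0.00671), with 0 counts in 3 PB libraries. In PA embryos it was -2.17 against WT (SE 1.29, FDR = 0.425) and -2.14 against PA+PB (SE 1.21, FDR = 0.324), and PA against PB gave 6.52 (SE 1.53, FDR = 0.135). Marf1 (FBgn0039972, chromosome 2L from 22308755 to 22368796, near the centromere) spans many annotated transposon insertions and overlaps CR43359. Its log2 fold change in PB embryos was -4.11 against WT (SE 0.92, FDR = 0.0393) and -4.53 against PA+PB (SE 0.91, FDR = 0.00849), with CPM of 26.6 ± 34.2 (SD, n = 4) in PB, 116 ± 74.9 in PA and 546 ± 129 in WT. With the 8 controls pooled as 1 group, 194 genes were counted as uniquely regulated by CHAT, and with DESeq2's size factors 7.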

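Lower expression than in both WT controls in the null, PA and PB embryos alike was found at 1 gene, CG41099 (FBgn0039955, chromosome 3R from 3846729 to 3868401, near the centromere). Its CPM were 106 ± 9.44 (SD, n = 4) in the null, 62.7 ± 39.6 in PA, 35.1 ± 5.29 in PB, 375 ± 164 in PA+PB and 348 ± 109 in WT. Against WT, its log2 fold change was -1.68 in the null (SE 0.44, FDR = 0.0326), -2.52 in PA embryos (SE 0.47, FDR = 0.0333) and -3.39 in PB embryos (SE 0.51, FDR = 0.00397). With DESeq2's size factors CG41099 was no longer past the thresholds in the null (log2 fold change -1.44 against WT, FDR = 0.103, with a range from 0.0049 to 0.103 over 6 alternatives), and against PA+PB it stayed past them in 3 of 6 alternatives (FDR from 0.00383 to 0.0745). This count places no condition on the size of the change, and with smaller changes than in the null required in both PA and PB embryos it was 0. At an unadjusted p under 0.05, 18 *Ada2b* DEGs moved with the null in both PA and PB embryos, 9 of them with smaller changes than in the null. Without a difference from the null past the thresholds in either PA or PB embryos were 183 of the *Ada2b* DEGs.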

Further, only 184 genes were cooperatively regulated by SAGA/ADA and CHAT, showing changes in expression upon loss of either isoform. In contrast, the majority of the DEGs (1359 genes) appear to be regulated redundantly by SAGA/ADA and CHAT, showing restored expression in the presence of either splice isoform (Fig. 1F). 

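The remaining 276 *Ada2b* DEGs (93.9%) were not called in PA or in PB embryos in the direction of the null, and are counted as redundantly regulated. Their median log2 fold change against the 8 controls was -1.99 in the null, -0.24 in PA embryos and -1.04 in PB embryos. In a direct test against the null with the same thresholds, 108 of these genes differed in PA embryos, 4 differed in PB embryos, and all 4 of these also differed in PA embryos. The other 168 differed from the null in neither. Among the 276 are Trf4-2, with 0 counts in 3 PB libraries, and lncRNA:CR44111, with 0 counts in all 4 PA libraries. Being in this class thus does not show restored expression at each gene. *Ada2b* itself, which the transgenes supply, is among the 276 and among the 4, and without it 107 genes differed in PA embryos and 3 in PB embryos. From restored expression in the presence of either isoform, the paper proposes that SAGA/ADA and CHAT regulate the majority of the DEGs redundantly.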

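For each library, the expression of the 276 redundantly regulated genes was summarised as the mean log2 decrease relative to the 8 controls. This decrease was 2.39 ± 0.11 (SD, n = 4) in the null, 1.34 ± 0.86 in PB libraries and 0.13 ± 0.21 in PA libraries. It was 0.02 ± 0.34 in WT libraries and -0.02 ± 0.80 in PA+PB libraries. Single PB libraries ranged from 0.24 to 2.20, and single PA libraries from -0.04 to 0.42. Single PA+PB libraries ranged from -0.92 to 0.88, so that PB replicate 3 (0.24) and all PA libraries lay within the range of the controls. The difference between PB and PA was 1.21 (2-sided exact permutation test, p = 0.0571), and the smallest p that 4 libraries against 4 allow is 0.0286. The log2 fold change was further from the controls in PB than in PA embryos at 242 of the 276 genes, which are not independent replicates. Since all 276 genes were lower in the null, no set of upregulated genes was left to compare. With 2 factors of unwanted variation the difference was 1.40 (exact permutation test, p = 0.0286), and with 1 factor and the median over genes 0.94 (exact permutation test, p = 0.0571).

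**Figure D4:**
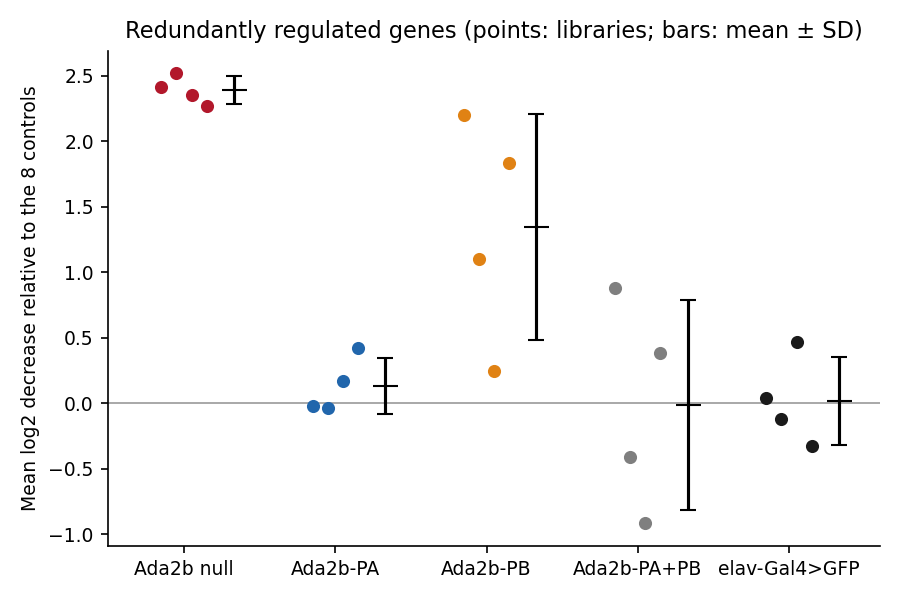
Mean log2 decrease of 276 redundantly regulated genes relative to the 8 controls (y axis) in each library, by genotype (x axis), with the mean and SD of 4 libraries beside the points. The PB libraries spread from 0.24 to 2.20, overlapping the PA libraries (-0.04 to 0.42) and staying under the null (2.26 to 2.52).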

Examination of the normalized expression for these genes revealed that even at these redundantly regulated genes, loss of CHAT still had a stronger effect on gene expression relative to the loss of SAGA/ADA, particularly for downregulated genes. These data suggest that most genes that require SAGA, ADA or CHAT for proper expression are regulated redundantly by these complexes, with a slightly stronger role for CHAT relative to the other Gcn5 complexes in embryos.

Gene ontology (GO) analysis for these 1359 SAGA/ADA/CHAT-regulated genes showed enrichment for biological processes involved in development, such as regionalization, negative regulation of cell communication and positive regulation of transcription (Fig. 1G). 

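The GO analysis itself was not repeated here. In its place, a list of 58 patterning genes was written by hand, of which 51 were tested. Among them 1 was redundantly regulated, where 1.29 were expected by chance (1-sided Fisher's exact test, p = 0.73, adjusted p = 1 over 6 such tests). This gene, bcd (FBgn0000166, chromosome 3R from 6755842 to 6759466), had a log2 fold change of -5.56 against WT (SE 1.14, FDR = 0.00774) and -5.12 against PA+PB (SE 1.21, FDR = 0.0262). Its CPM were 6.83 ± 1.49 (SD, n = 4) in the null, 94.1 ± 50.6 in PA, 51.4 ± 69.2 in PB and 273 ± 89.3 in WT. With p-values adjusted over the list alone, 1 gene passed as well. The median log2 fold change of the list in the null, relative to that of all genes tested, was between 0.54 and 1.03 under 6 ways of scaling the libraries. It was between 0.78 and 1.30 in PA embryos and between 0.75 and 1.23 in PB embryos.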

Because Ada2b-PA is essential for fly viability but Ada2b-PB is not (Torres-Zelada et al., 2019), it is likely that either the 514 CHAT-regulated genes or the 184 SAGA/ADA/CHAT cooperatively regulated genes represent those critical genes that, when misexpressed at this embryonic stage, cause lethality later in development. For this group of genes, the most enriched GO terms included gene silencing, cellular macromolecule catabolic process and post-translational protein-folding processes (Fig. 1H). 

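For gene silencing, a list of 37 genes of the piRNA and silencing pathways was written by hand, of which 36 were tested. Of these, 0 were uniquely regulated by CHAT or cooperatively regulated, where 0.059 were expected (1-sided Fisher's exact test, p = 1), and classes of 18 genes are too small for this test to show fewer. Redundantly regulated were 3 genes, mael, BoYb and AGO1, where 0.91 were expected (1-sided Fisher's exact test, p = 0.0621, adjusted p = 0.373 over 6 tests). At an unadjusted p under 0.05 in both contrasts 12 genes of the list moved in the null, and with p-values adjusted over the list alone 7 passed, all lower. BoYb (FBgn0037205, chromosome 3L from 22901912 to 22905470) had the largest change, with a log2 fold change of -6.49 against WT (SE 1.15, FDR = 0.00407) and -6.83 against PA+PB (SE 1.22, FDR = 0.00984). The change of mael was -3.91 against WT (FDR = 0.0265) and that of AGO1 -0.99 (FDR = 0.0421). AGO1 was no longer past the thresholds without the factor of unwanted variation (-0.83 against WT, FDR = 0.229, with a range from 0.0108 to 0.229 over 6 alternatives), and against PA+PB it stayed past them in 2 of 6 alternatives (FDR from 0.00406 to 0.229). Of 34 chaperone genes listed for protein folding, 29 were tested and 0 were *Ada2b* DEGs, and 3 had an unadjusted p under 0.05 in both contrasts. Relative to all genes, the median log2 fold change in PB embryos lay between 1.01 and 1.60 for the chaperones and between -1.96 and -0.72 for the silencing genes, under 6 ways of scaling the libraries. For the chaperones it lay between 0.66 and 1.29 in the null and between 0.57 and 0.98 in PA embryos. For the silencing genes it lay between -2.20 and -1.20 in the null and between -0.48 and 0.22 in PA embryos.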

Although expression of Ada2b-PA restores adult viability to *Ada2b* mutants, only 63% of the expected adults emerge, suggesting that SAGA, ADA and CHAT act together to regulate the expression of genes that are essential for proper development. Overall, we conclude that SAGA/ADA and CHAT act redundantly at most genes in embryos, with a small proportion of genes being uniquely regulated by CHAT.

### CHAT is necessary for global H3K14ac in embryos

Because SAGA/ADA and CHAT shared overlapping roles in gene expression in embryos, we next asked how loss of CHAT affected histone acetylation in embryos. We previously showed that CHAT acetylates histone H3 with specificity for lysines 9, 14 and 18, with *chiffon* null ovary follicle cells showing a 50% decrease in H3K14ac levels (Torres-Zelada et al., 2019). We used a similar genetic approach to that used for *Ada2b* to positively label embryos that contained two different *chiffon* null alleles with GFP (Fig. 2A). Using an antibody raised against the unique C-terminal region of Chiffon [1400–1695 amino acids (aa)], we showed that GFP-positive *chiffon* embryos have a substantial decrease in Chiffon protein levels by stage 9 (Fig. 2B). Surprisingly, when we examined H3K14ac levels in *chiffon* embryos, we observed a stronger decrease in H3K14ac than that observed in *Ada2b* mutants that disrupt SAGA, ADA and CHAT (compare Fig. 2C and Fig. 1C; Fig. S1A,B). When we quantified these data, we found that *chiffon* embryos showed 40% of the H3K14ac signal relative to their heterozygote siblings, versus 70% in *Ada2b* embryos (Fig. S1C). We also observed a significant decrease in H3K18ac in GFP-positive *chiffon* embryos when compared with their heterozygous siblings, however to a lesser extent than H3K14ac (Fig. S1D,E). These data show that loss of *chiffon* substantially decreases H3K14ac levels in embryos.

**Fig. 2.**
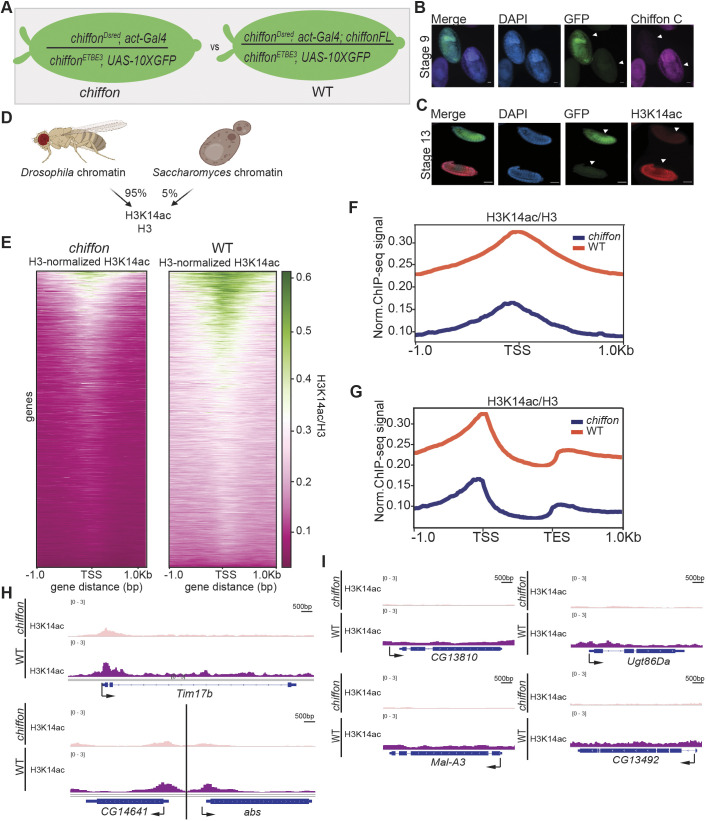
**CHAT is necessary for global H3K14ac levels in embryos.** (A) Outline of the ChIP-seq design. Stage 12–14 GFP-positive embryos that were *chiffon* null were compared with *chiffon* embryos expressing the Chiffon FL rescue transgene (WT). (B) Stage 9 embryos were stained with DAPI and an antibody raised against the C-terminal region of Chiffon (1400–1695 aa). GFP-positive embryo is *chiffon* null. Scale bars: 20 µm. (C) Stage 13 embryos were stained for DAPI and H3K14ac. (D) Schematic explaining spike-in normalization. Before starting ChIP, *Drosophila* chromatin was mixed with *Saccharomyces cerevisiae* chromatin in the indicated proportions. (E) Heatmaps showing reference-adjusted reads per million (RRPM)-normalized H3K14ac ChIP-seq signal around the transcription start site (TSS) of protein-coding genes in *chiffon* and WT embryos. (F) Metaplot of RRPM-normalized H3K14ac ChIP-seq signal around the TSS averaged for all protein-coding genes in *chiffon* (blue) and WT (orange). (G) Metaplots of *chiffon* (blue) and WT (orange) RRPM-normalized H3K14ac ChIP-seq signal over gene bodies averaged for all protein-coding genes. (H) Genome browser inspection using Integrative Genomics Viewer (IGV) of RRPM-normalized H3K14ac signal at representative genes comparing *chiffon* and WT. Data scaled to the same height for all comparisons (0–3). (I) Genome browser snapshots (IGV) showing RRPM-normalized H3K14ac signal for three representative genes containing unique H3K14ac peaks for *chiffon* and WT samples.

Because Ada2 subunits are essential for the nucleosomal HAT activity of Gcn5 (Grant et al., 1997), we next asked whether Ada2b-PA, Gcn5, Sgf29 and Ada3 could associate in the absence of Chiffon. To do this, we expressed each subunit in Sf21 cells using Baculovirus, and tested for direct interaction by co-immunoprecipitation (Fig. S2). Using this approach, we found that Ada2b-PA directly binds Gcn5 and Ada3, but not Sgf29, which is recruited instead through Ada3. Because Ada2b-PA is necessary and sufficient for Gcn5, Sgf29 and Ada3 to associate even in the absence of Chiffon, we would therefore expect that loss of *Ada2b* would disrupt CHAT formation. Thus, the loss of Chiffon in embryos has a stronger impact on histone acetylation that can be explained simply by loss of SAGA, ADA and CHAT HAT activity. Moreover, the decrease in H3K14ac in *chiffon* embryos differs from our previous observations in ovary follicle cells in which *chiffon* and *Ada2b* mutants both showed ∼50% decreases in H3K14ac relative to their respective controls (Torres-Zelada et al., 2019).

To investigate how loss of *chiffon* affects H3K14ac genome-wide, we next performed H3K14ac chromatin immunoprecipitation (ChIP) followed by Illumina sequencing (ChIP-seq) in GFP-positive *chiffon* stage 12–14 embryos (8–11 h AEL). As a WT control, we performed ChIP-seq in *chiffon* embryos expressing the full-length Chiffon rescue transgene (Chiffon FL), which restores viability and H3K14ac levels (Torres-Zelada et al., 2019). The Chiffon FL transgene was expressed *in trans*, as for Ada2b-PA or -PB (Fig. 1B), under control of the *chiffon* genomic regulatory sequences. We examined H3K14ac levels relative to histone H3 to control for differences in nucleosomal occupancy, and sequenced input chromatin controls for each sample. Because we suspected that loss of *chiffon* would result in a global decrease in H3K14ac levels based on our observations from the embryo immunostaining, we included spike-in *Saccharomyces cerevisiae* chromatin, enabling us to normalize H3K14ac signal to this internal control (Fig. 2D; Table S3). We then compared spike-in-normalized H3K14ac levels relative to histone H3 around the transcription start site (TSS) of all genes in *chiffon* embryos relative to WT (Fig. 2E,F). We observed a striking decrease in H3K14ac in *chiffon* embryos that was also readily observed in the individual three biological replicates (Fig. S3). Although H3K14ac is predominantly associated with promoters, a recent study has demonstrated peaks of H3K14ac in gene bodies, most likely due to the activity of the HAT Chameau rather than Gcn5 (Regadas et al., 2021). Our data also showed a decrease in H3K14ac gene body peaks in *chiffon* embryos both globally and at representative genes (Fig. 2G,H). Strikingly, many of the H3K14ac peaks that are present at genes that lack canonical histone acetylation (and are thought to be deposited by Chameau) are also lost in *chiffon* embryos (Fig. 2I). Taken together, these data argue that, rather than specifically reducing H3K14ac levels only at CHAT-regulated genes, loss of the *chiffon* subunit in CHAT leads to a decrease in global levels of H3K14ac in embryos by affecting the activity and/or recruitment of other HATs.

### Chiffon regulates expression of genes expressed in mid/late embryogenesis

Because *chiffon* embryos showed a more substantial decrease in H3K14ac relative to *Ada2b*, suggesting that the Chiffon subunit within CHAT functions upstream of other HATs, we next asked how loss of *chiffon* impacted gene expression in embryos. To do this, we performed RNA-seq in *chiffon* embryos at stage 12–14 (8–11 h AEL) as outlined in Fig. 3A. As WT controls, we used either *chiffon* embryos that express a single copy of a Chiffon FL transgene or the parental *act-Gal4>GFP* embryos (Fig. 3A). Expression of Chiffon FL restores viability to *chiffon* mutants (Torres-Zelada et al., 2019). We identified 996 genes that were differentially expressed between *chiffon* and both WT controls (Table S2). Because *chiffon* encodes independent Chiffon-A and Chiffon-B polypeptides that nucleate formation of DDK and CHAT, respectively (Torres-Zelada et al., 2019), the 996 DEGs identified in *chiffon* embryos could represent targets for either DDK or CHAT activity. Because expression of the ΔN-terminal transgene that restores CHAT function rescues both H3K14ac and adult viability in *chiffon* mutants (Torres-Zelada et al., 2019), we hypothesized that CHAT is necessary for histone H3 acetylation and gene expression in embryos. However, because DDK phosphorylates histone H3T45 in yeast and mammalian cells (Baker et al., 2010), it is possible that DDK also contributes to gene expression. To distinguish between these possibilities, we performed RNA-seq on *chiffon* mutants that express single copies of each of the following transgenes: ΔN-terminal (ΔN; 401–1695 aa) and FL with a stop codon at position 174, corresponding to the previously identified Chiffon FL^WF24^ allele (Fig. 3A) (Landis and Tower, 1999). The ΔN and FL^WF24^ transgenes restore viability to *chiffon* mutants because they express Chiffon-B and rescue CHAT function. However, the ΔN and FL^WF24^ constructs do not express Chiffon-A and do not restore DDK activity; hence, the resulting adult females are sterile due to lack of gene amplification in ovary follicle cells (Torres-Zelada et al., 2019).

**Fig. 3.**
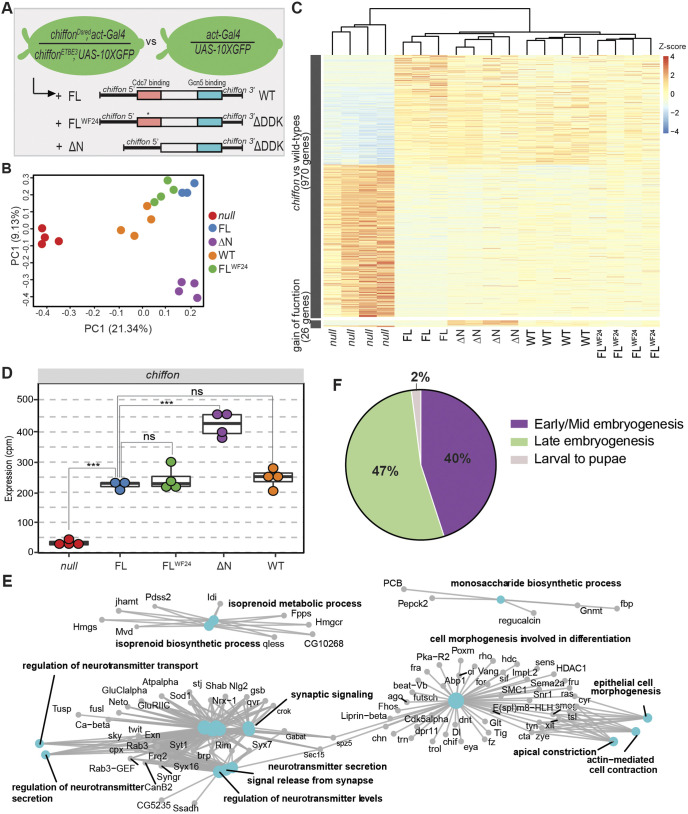
**Chiffon regulates gene expression in embryos.** (A) Outline of the Chiffon RNA-seq design. Flies that carry two different *chiffon* null alleles (*chiffon^ETBE3^ or chiffon^Dsred^*) were crossed as outlined, and GFP-positive stage 12–14 embryos were manually selected as *chiffon* null. Chiffon rescue transgenes were expressed *in trans* under control of their indicated *chiffon* 5′ and 3′ regulatory regions (black boxes). (B) PCA of normalized counts for each sample. (C) Heatmap of RNA-seq expression *z*-scores computed for DEGs in *chiffon* versus FL and WT. (D) Box plot showing counts per million (cpm) of replicate normalized counts for *chiffon* across all genotypes and samples. Box plots with overlaid points were generated using ggplot2; lower and upper hinges correspond to the first and third quartiles, and the whiskers extend to the smallest or largest values no more than 1.5x inter-quartile range (IQR) from each hinge. *P-*values for the indicated comparisons were determined by one-way ANOVA+Dunnett; ***P<0.0001; ns, not significant. (E) Gene Concept Network plot (Cnetplot) highlighting linkage of individual genes and associated functional categories of over-represented genes in *chiffon* embryos. (F) Proportion of CHAT-regulated genes in each developmental cluster.

PCA revealed that the *chiffon* samples were distinct from the two WT controls and the FL^WF24^ genotype, which grouped together (Fig. 3B). These data suggested that the FL^WF24^ embryos that lack DDK activity were most similar to WT embryos rather than *chiffon* mutants, indicating that the loss of CHAT activity is responsible for most of the differences in gene expression observed in the *chiffon* embryos. Moreover, examination of relative gene expression levels at the 996 DEGs in each genotype revealed that the ΔN and FL^WF24^ genotypes largely resembled the WT controls (Fig. 3C). These data indicate that all of the 996 DEGs identified in *chiffon* embryos are regulated by CHAT rather than DDK. Interestingly, the ΔN transgene rescue construct was separated along the second PC from both the WT and FL^WF24^ samples (Fig. 3B), suggesting that although the ΔN and FL^WF24^ transgenes both restore CHAT function, their activity differs. The ΔN and FL^WF24^ transgenes produce the same ∼48 kDa Chiffon-B protein product that binds Gcn5 and nucleates CHAT formation (Torres-Zelada et al., 2019), but differ at the nucleic acid level because the ΔN transgene lacks the first 1200 bp of the *chiffon* coding region. In addition, whereas the FL^WF24^ transgene fully restores viability to *chiffon* mutants, only 66% of the expected adults emerged in *chiffon* mutants expressing the ΔN transgene, suggesting that these 1200 bp of *chiffon* might contribute to the proper expression of CHAT (Torres-Zelada et al., 2019). We observed significantly higher expression of the ΔN transgene relative to the other constructs (Fig. 3D), suggesting that this 1200 bp region contains negative regulatory elements that control *chiffon* transcript levels. If so, the higher expression of the ΔN transgene relative to FL^WF24^ could result in a slight gain of function for CHAT activity in terms of gene expression. Supporting this, 26 genes were differentially expressed between the ΔN and FL^WF24^ genotypes, showing an opposite direction compared to the *chiffon* null (Fig. 3C; Table S2). Taken together, these data demonstrate that the Chiffon subunit with CHAT is necessary for expression of 10% of expressed genes in *Drosophila* embryos, with no detectable contribution from the DDK complex to gene expression at this developmental stage.

GO term analysis revealed that the *chiffon* DEGs were enriched for biological processes including isoprenoid metabolic processes, regulation of neurotransmitters and cell morphogenesis involved in differentiation (Fig. 3E). Moreover, the 427 downregulated genes (Fig. S4A), which represent potential targets for transcription activation by CHAT, were enriched for GO terms including salivary gland morphogenesis, ecdysone biosynthetic process and cell morphogenesis involved in gastrulation (Fig. S4B). Based on the enrichment of terms involved in development, we wondered whether CHAT regulates developmental genes that first initiate expression during late embryogenesis. To examine this, we compared CHAT-regulated genes with published developmental gene clusters (Graveley et al., 2011). Although only 57% of the CHAT-regulated genes (570/996) fall into any of these developmental expression clusters, of these genes, 40% (228/570) are strongly associated with early-to-mid embryogenesis while another 47% (271/570) are associated with late embryogenesis and larvae stage (Fig. 3F). Overall, our studies demonstrated that Chiffon regulates the expression of genes induced during embryo development.

Surprisingly, the overlap between the DEGs identified in the *Ada2b* and *chiffon* mutants is quite low: 213 genes (Fig. S4C). GO categories for these 213 genes include post-translational protein folding, positive regulation of cell cycle process and polytene chromosome puffing (Fig. S4D). Based on these observations, and the stronger decrease in H3K14ac in *chiffon* embryos relative to *Ada2b*, we conclude that the Chiffon-B subunit within the CHAT complex regulates gene expression in part through recruiting Gcn5 to chromatin to acetylate histone H3. However, our data suggest that Chiffon-B has additional roles in gene expression that are distinct from Ada2b/Gcn5 within CHAT, potentially functioning as a transcription coactivator. Our data further suggest that Chiffon-B activity is necessary for the recruitment and/or activity of other HAT complexes that target histone H3.

### A switch between expression of the DDK and CHAT Chiffon products during embryonic development triggers CHAT formation prior to cellularization

Because *chiffon* encodes two independent polypeptides that nucleate DDK or CHAT complex formation, and because loss of DDK activity had little effect on gene expression in late-stage embryos and was dispensable for viability in flies (Torres-Zelada et al., 2019), we wondered whether the Chiffon-A product that binds Cdc7 was even expressed in embryos. In *Drosophila* embryos, the first 13 cell cycles are maternally programmed and occur synchronously with extremely short cycles that exhibit no gap phases. Cdc7 is essential for these early embryonic cell cycles, and its protein signal declines by nuclear cycle (NC) 14 when the mid-blastula transition (MBT) initiates (Seller and O'Farrell, 2018). However, it was unclear whether Cdc7 requires Chiffon-A for its activity during early embryogenesis because Chiffon-A is entirely dispensable for adult viability, whereas Cdc7 is an essential gene (Stephenson et al., 2015).

To address this issue, we generated an epitope-tagged full-length *chiffon* transgene that was HA tagged on its N-terminus, and expressed this as the sole copy of Chiffon *in trans* in flies carrying two *chiffon* null alleles. To assess the expression of Chiffon-A and -B, we then co-stained embryos with anti-HA antibodies to detect Chiffon-A containing the Cdc7-binding domain (DDK complex), together with an anti-Chiffon antibody raised against the C-terminal end of Chiffon to detect Chiffon-B (CHAT complex) (Fig. 4A). No background immunostaining signal was detected in untagged WT embryo (*w^1118^*) immunostained for HA under the conditions used (Fig. S5A). In addition, the anti-Chiffon antibody is specific for Chiffon-B because we do not detect Chiffon signal in the GFP-positive *chiffon* mutant embryos immunostained with this antibody (Fig. 2B). We determined the NC of each embryo by examining nuclei number using 4′,6-diamidino-2-phenylindole (DAPI) staining. We observed HA signal corresponding to Chiffon-A expression from NC3 to NC14, in a pattern resembling the published expression pattern of Cdc7 (Seller and O'Farrell, 2018) (Fig. 4B). However, consistent with the lack of gene expression defects in later-stage embryos lacking DDK, we did not detect expression of Chiffon-A (HA) after NC11 with no detectable expression in later-stage embryos (Fig. 4B, Fig. S5B). In contrast to the early embryonic expression of Chiffon-A, we did not detect expression of the Chiffon-B (anti-Chiffon) until NC10/11, after which we observed continued expression throughout the later stages of embryogenesis. Notably, both Chiffon-A and -B were detected together only at NC10/11 (Fig. 4B), suggesting that Chiffon FL might be present only transiently, if at all, at these NCs. Even if full-length Chiffon does exist transiently during NC10/11, our previous studies suggest that the full-length protein does not have an essential role (Torres-Zelada et al., 2019).

**Fig. 4.**
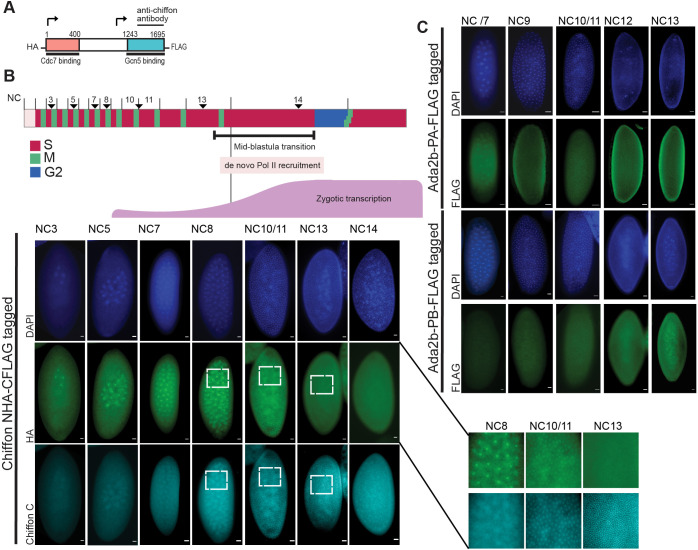
**The DDK and CHAT complexes are expressed sequentially during the early nuclear embryonic cycles*.*** (A) Schematic of the epitope-tagged FL Chiffon transgene. Chiffon transgene is HA tagged in the N-terminal domain and FLAG tagged in the C-terminal domain. (B) Diagram highlighting key events that occur during the maternally driven embryo nuclear cycles (NCs). There is an initial wave of Pol II recruitment and zygotic transcription at NC8 followed by a second more widespread wave of Pol II recruitment and transcription at NC13. Immunostaining of embryos at the indicated NC with HA and anti-Chiffon. Embryos were co-stained with DAPI and staged according to the number/position of nuclei. Adjacent insets: enlarged views of highlighted areas. Representative images are shown (*n*≥3). (C) Immunostaining of embryos during the indicated NC with FLAG to detect Ada2b-PA or Ada2b-PB. Embryos were co-stained with DAPI to visualize nuclei. Scale bars: 20 µm.

Chiffon-A and Chiffon-B are both encoded from a single, large ∼5 kb exon in the *chiffon* gene, and Northern blotting analysis identified a single 6.5 kb *chiffon* transcript in *Drosophila* embryos (Landis and Tower, 1999), arguing against the presence of alternative splice isoforms. To further test whether there were differences in Chiffon-A or Chiffon-B expression at the mRNA level, we performed quantitative real-time PCR (qRT-PCR) on single embryos with primers that specifically detected Chiffon-A (5′ product) or Chiffon-B (3′ product) (Fig. 5A). To provide a relative indication of stage, we ranked single embryos by the ratio of expression of *nanos* (*nos*) and *even skipped* (*eve*), which are expressed early or late during the NCs, respectively (Thomsen et al., 2010). Using this approach, we did not identify any substantial differences in the relative expression of Chiffon-A and Chiffon-B at the mRNA level, suggesting that the full-length transcript is present throughout these stages of embryogenesis. These data suggest that the switch between Chiffon-A and Chiffon-B expression is not controlled by alternative splicing and may involve translational mechanisms (Fig. 5B, see Discussion).

**Fig. 5.**
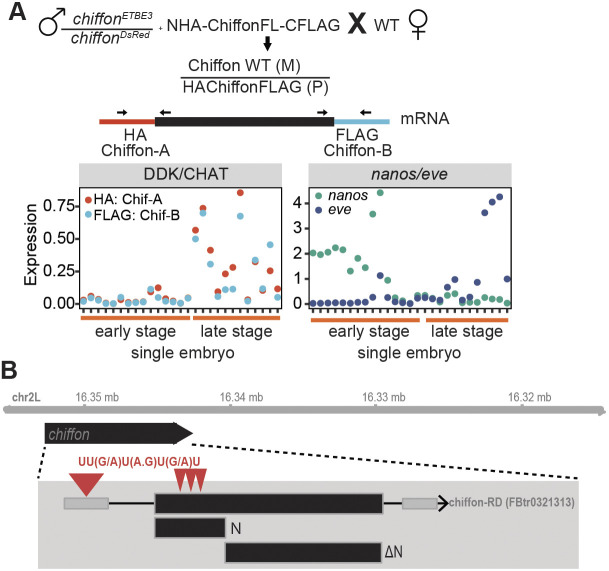
**The switch between Chiffon-A and Chiffon-B expression is not regulated at the mRNA level.** (A) Male flies expressing the epitope-tagged Chiffon FL transgene were crossed to untagged females (*w^1118^*), and expression of the paternal *chiffon* gene was assessed in single embryos using qRT-PCR with primers specific for Chiffon-A (using HA forward primer and *chiffon* 5′ reverse primer) or Chiffon-B (using a *chiffon* forward primer in the 3′ region and a FLAG reverse primer). Transcript levels were measured in single embryos and are shown relative to *RpL32*. Single embryos were ranked using the ratio of expression of *nanos* (*nos*; early) versus *even skipped* (*eve*; late) to provide a relative indication of early versus later developmental stage. Each dot represents a single relative transcript measurement (e.g. *chiffon-A*/*RpL32*) for one individual embryo, so that relative levels of Chiffon-A and Chiffon-B mRNA can be compared directly. (B) Schematic of *chiffon* gene showing Bruno response elements present in the first 1200 bp (N) that are absent from ΔN region.

Our data suggest that there is a switch at NC10/11 between the expression of the Chiffon-A product that nucleates DDK formation and the Chiffon-B product that nucleates CHAT formation. We wondered, therefore, whether expression of this Chiffon-B product coincided with the recruitment of Ada2b-PA within CHAT to the nucleus. To test this, we used anti-FLAG antibodies to immunostain embryos expressing epitope-tagged Ada2b-PA. No background immunostaining signal was detected in untagged WT embryo (*w^1118^*) immunostained for FLAG under the conditions used (Fig. S5C). Similar to the nuclear localization of Chiffon-B starting at NC10/11, Ada2b-PA showed nuclear-localized staining beginning at NC10/11 (Fig. 4C). Intriguingly, Ada2b-PB also showed a similar pattern of immunostaining beginning at NC10/11, albeit with weaker signal intensity, suggesting that SAGA/ADA recruitment to the nucleus occurs during the same temporal window as CHAT recruitment.

### Chiffon-A within DDK is maternally required for early embryonic development

We previously showed that the DDK activity of Chiffon was not necessary for adult viability, but was essential for follicle cell amplification (Torres-Zelada et al., 2019). Because *Cdc7* is necessary for DNA replication during the early cell cycles (Seller and O'Farrell, 2018), we hypothesized that the DDK activity of *chiffon* (i.e. Chiffon-A) is also required maternally for embryo development. To test this, we generated germline mosaic clones in which *chiffon* was maternally depleted (Fig. 6A). Loss of *chiffon* results in a complete failure of embryos to hatch, suggesting that *chiffon* is required maternally for embryo development but is not essential for oogenesis (Fig. 6A). We could rescue this hatch defect by expressing either the FL or N-terminal Chiffon transgenes, suggesting that restoring DDK activity is sufficient for Chiffon's function in these early nuclear cell cycles. In contrast, the Chiffon ΔN transgene did not restore embryo hatching (Fig. 6A), suggesting that maternal CHAT is not necessary for these early stages of embryonic development.

**Fig. 6.**
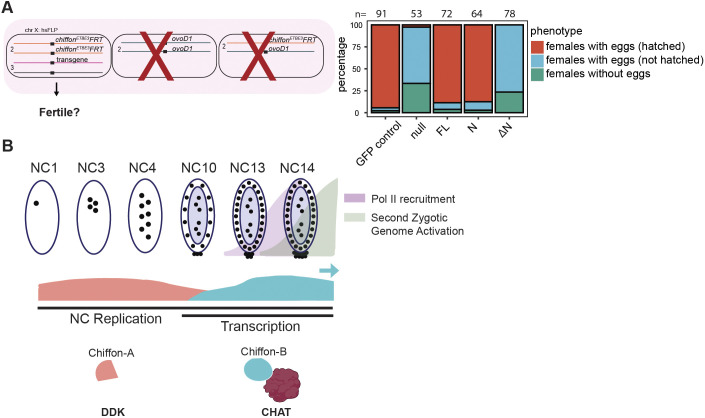
**DDK and CHAT complexes have distinct roles in early embryo development.** (A) Germline clones for *chiffon* were generated to assess whether DDK or CHAT function was necessary for early embryonic development. Fertility was examined in individual females (*n* shown above each bar). (B) Model illustrating the developmental switch between expression of the Chiffon-A and Chiffon-B products that nucleate formation of DDK or CHAT, respectively. The expression of Chiffon-A is highest during the early NCs when DNA replication occurs rapidly, and starts to diminish as the NCs slow and zygotic transcription begins. The onset of Chiffon-B expression occurs just prior to the second wave of zygotic transcription, suggesting a potential role in this process.

Altogether, our data show that Chiffon-B nucleates the formation of CHAT in the early NCs of *Drosophila* embryogenesis before cellularization. We propose that this early formation of CHAT triggers histone H3 acetylation, and is necessary for the subsequent recruitment and/or activity of other histone H3 HATs such as SAGA, ADA, and even Nejire or Chameau. Alternatively, Chiffon-B might have additional functions in controlling gene expression and histone acetylation outside of the CHAT complex. Notably, CHAT formation occurs just prior to the *de novo* large-scale recruitment of RNA polymerase II (NC13–14) that leads to the second and massive wave of the zygotic genome (Chen et al., 2013), suggesting that the timing of CHAT formation could have a key role in activating this wave of early transcription (Fig. 6B).

## DISCUSSION

Our data support a widespread and overlapping role for the three Ada2b-containing Gcn5 complexes, SAGA, ADA and CHAT, in embryonic gene expression in *Drosophila*. Consistent with the essential role of Ada2b-PA in fly viability, loss of Ada2b-PA resulted in a stronger effect on gene expression relative to Ada2b-PB, suggesting that CHAT uniquely regulates nearly a quarter of the Ada2b-dependent genes in embryos. Surprisingly, we observed stronger loss of histone acetylation in *chiffon* mutant embryos relative to *Ada2b*, coupled with largely non-overlapping changes in gene expression in *chiffon* versus *Ada2b* mutant embryos. These data suggest that Chiffon might have functions outside of the CHAT complex with regards to both gene regulation and histone acetylation. However, our previous mass spectrometry analysis of Chiffon-B-interacting proteins in *Drosophila* S2 cells did not identify any HATs other than Gcn5 (Torres-Zelada et al., 2019). It is possible that any interactions between Chiffon-B and other HATs might be unique to embryos because we did not observe the same level of H3K14ac decrease in *chiffon* mutant ovary follicle cells (Torres-Zelada et al., 2019). Moreover, a much higher number of transcription factors was identified in mass spectrometry of SAGA purified from embryos versus S2 cells (Weake et al., 2011), suggesting that many protein interactions may only be detected in the relevant tissue or developmental stage. Supporting a potential connection between Chiffon and other histone H3 HATs, *chiffon* embryos showed loss of many of the H3K14ac peaks that are present at genes that lack canonical histone acetylation (H3K14ac unique peaks) and are thought to be deposited by Chameau (Regadas et al., 2021). We recognize that identifying the direct gene targets of Chiffon-B in embryos is critical to provide insight into whether Chiffon-B has roles outside of CHAT; however, our efforts to characterize the genome-wide distribution of the CHAT complex have been technically challenging, potentially due to the presence of only a single FLAG tag on Chiffon-B, which has resulted in inefficient ChIP in our hands. Other groups have also reported technical difficulties in obtaining reliable ChIP-seq profiles for many of the Gcn5-containing complexes (Fischer et al., 2021).

Intriguingly, expression of the Chiffon-B polypeptide that nucleates CHAT formation is first detected around NC11, just prior to the second and large-scale recruitment of RNA polymerase II (Pol II) that leads to major activation of the zygotic genome (Chen et al., 2013) (Figs. 4B and 6B). Because the timing of CHAT formation just precedes zygotic genome activation, we propose that CHAT might have a critical role in regulating the timing of this process, albeit potentially redundant with other coactivator complexes. During *Drosophila* embryo development, one key player that activates the genome in the early embryo is the pioneer transcription factor Zelda (Liang et al., 2008). Zelda binds its target genes as early as NC8, when the earliest wave of zygotic transcription occurs (Li et al., 2014; Pritchard and Schubiger, 1996). There is a high degree of overlap between histone acetylation at H3K18 and K27, H4K8, and nucleosome remodeling around Zelda binding sites (Li et al., 2014), suggesting that HAT activity contributes to Zelda-mediated gene activation. Notably, ChIP-seq analysis shows that these histone marks are all enriched at NC8 and continue to increase substantially in levels through NC14 (Li et al., 2014). Nejire (CBP-p300) is regarded as one of the major HATs that contributes to these particular histone acetyl marks (Tie et al., 2009), suggesting that it might be the major HAT that functions during the early first wave of zygotic transcription. However, Zelda might require additional interacting partners at NC14 that are only expressed just prior to this stage (Harrison et al., 2011); we propose that Chiffon-B, as part of CHAT, could constitute a key partner for Zelda in this second wave of zygotic genome activation. Notably, H3K14ac was not examined in the study that identified increases in the other histone acetyl marks that correlate with the first and second waves of zygotic transcription (Li et al., 2014), so it remains possible that Chiffon-B and CHAT could play an as-yet unrecognized role in this process.

What could be responsible for the switch in expression between Chiffon-A and Chiffon-B during early embryonic development? Translational control of maternally deposited mRNAs plays a central role in early *Drosophila* development because the two waves of zygotic transcription do not begin until NC8 and NC14 (Chekulaeva et al., 2006; Hamm and Harrison, 2018; Tadros and Lipshitz, 2009). Many RNA-binding proteins control translation of mRNAs; for example, the *Drosophila* RNA-binding protein Bruno (also known as Bruno 1) binds to specific Bruno response elements (BREs), inhibiting translation of these BRE-containing mRNAs (Chekulaeva et al., 2006; Tarn and Lai, 2011). Interestingly, there are three BREs in the Chiffon-A region of the *chiffon* mRNA that could negatively regulate the translation of Chiffon N region after NC11 (Fig. 5B). Supporting the hypothesis that negative regulatory elements are present in this N-terminal region that spans ∼1200 bp, the ΔN transgene that lacked this region showed partial gain-of-function effects with respect to CHAT gene expression activity. We propose that the unique dicistronic gene structure of *chiffon* allows it to act as a developmental switch to trigger the timing of zygotic genome activation at the same time that embryonic NCs start to slow, due in part to decreased DDK activity (Fig. 6B). Because the C-terminal extension of Chiffon is only conserved within insect orthologs of Dbf4, it is likely that other mechanisms play a role in this transition in vertebrates and other animals.

## MATERIALS AND METHODS

### Genetics

Flies were raised in a 12:12 h light:dark cycle at 25°C on standard fly food (Lewis, 1960). Genotypes for flies used in this study are described in Table S4. For RNA-seq experiments, flies were generated carrying two different *chiffon* (*chiffon^ETBE3^* and *chiffon^DsRed^*) (Torres-Zelada et al., 2019) or *Ada2b* (*Ada2b^1^* and *Ada2b^842^*) (Pankotai et al., 2005, 2013) null alleles on chromosome 2 (*chiffon*) or chromosome 3 (*Ada2b*), respectively, as either *Actin-Gal4* (or *elav-Gal4* for *Ada2b*) or *UAS-10XGFP*. To identify homozygous *chiffon* or *Ada2b* mutants, we crossed flies as outlined in Figs 1 and 3 and manually selected GFP-positive embryos that carry the two different null alleles. Chiffon rescue transgenes contain genomic *chiffon* enhancer sequences that span −3480 bp relative to the translation start site and include the *chiffon* 3′ UTR sequences that extend 1056 bp past the stop codon as described in Torres-Zelada et al. (2019). Ada2b transgenes were expressed *in trans* under control of their genomic *Ada2b* enhancer sequences (*ada2b*_EN_) that begin −1878 bp from the TSS and extend +1782 bp to the end of the second exon, as described in Weake et al. (2011). The Chiffon C-terminal transgene previously referred to as Chiffon-C in Torres-Zelada et al. (2019) is referred to as ΔN in this study. For ChIP-seq experiments, homozygous *chiffon* mutants or WT control were selected as outlined in Fig. 3. We generated an epitope-tagged full-length *chiffon* transgene that was HA tagged on its N-terminal domain, and FLAG tagged on its C-terminal domain, and expressed this as the sole copy of Chiffon *in trans* in flies carrying two *chiffon* null alleles. Expression of the Chiffon FL transgene fully restored viability and fertility to flies carrying the two *chiffon* null alleles.

### RNA-seq

GFP-positive stage 12–14 embryos were manually selected using a dissecting microscope with fluorescence (Nightsea SFA). Total RNA from six embryos (stage 12–14) per biological replicate was extracted using a Direct-zol RNA microprep kit (R2060, Zymo Research). Four biological replicates were performed for RNA-seq experiments. Libraries were generated from 25 ng RNA using an Ovation RNA-seq system (NuGEN) with unique dual indices for multiplexing and *Drosophila*-specific ribodepletion.

### RNA-seq analysis

Reads were trimmed using Trimmomatic (v0.38). Quality trimmed reads were mapped to the *D. melanogaster* genome (BDGP6.99) using HISAT2 (v2.0). Counts were identified for each gene using Htseq-count (v0.11.1) with default parameters. Counts were normalized by replicates using RUV normalization (R package RUVseq, v1.26.0). DEGs [false discovery rate (FDR)<0.05, FC≥0.5] were identified using EdgeR (v3.30.3) filtering low count samples, removing rRNA genes because RNA-seq libraries were ribodepleted and removing the following features: ‘no feature’, ‘ambiguous’, ‘too low aQual’, ‘not aligned’ and ‘alignment not unique’. GO term analysis was performed with clusterProfiler (v 3.18.1) and TopGO (v2.44.0).

### ChIP

*S. cerevisiae* chromatin was prepared as described previously (Cloutier et al., 2013). GFP-positive stage 12–14 *Drosophila* embryos were manually selected using a dissecting microscope with fluorescence (Nightsea SFA). Three hundred GFP-positive embryos per biological replicate were collected. After dechorionation with 50% bleach, *Drosophila* embryos were fixed as previously described (Zeitlinger et al., 2007). Briefly, embryos (stage 12–14) were transferred to a 3 ml glass vial with PBT (PBS with 0.1% Triton X-100). PBT was then replaced with 230 µl fixation solution (50 mM HEPES, 1 mM EDTA, 0.5 mM EGTA, 100 mM NaCl) plus 1.8% formaldehyde and 750 µl n-heptane. Embryos were shaken vigorously for 15 min at room temperature. They were then centrifuged for 1 min at 500 ***g*** at 4°C, and the supernatant was discarded. The fixation reaction was quenched by addition of 1.5 ml PBT-glycine (PBT with 250 mM glycine), followed by vigorous shaking for 1 min at room temperature and collection by centrifugation as above. Finally, embryos were washed twice with 1 ml PBT and resuspended in 1 ml PBS with 0.5% Triton X-100. Three hundred GFP-positive embryos (per replicate) were manually collected using a dissecting microscope with fluorescence (Nightsea SFA) and snap frozen in liquid nitrogen. Then, the chromatin pellet was washed three times with buffer A1 (15 mM HEPES, pH 7.5, 15 mM NaCl, 60 mM KCl, 4 mM MgCl_2_, 0.5% Triton X-100) and once with buffer A2 (15 mM HEPES, pH 7.5, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS, 0.5% N-laurosylsarcosine), and finally chromatin was sonicated in 130 µl buffer A2 in Covaris E220 with the following conditions: 14 min, 2% duty cycle, 105 W and 200 cycles per burst to obtain an average fragment size of ∼400 bp. After centrifugation at 20,000 ***g*** for 10 min at 4°C, soluble chromatin was diluted with buffer A2 (0.1% SDS) and used for ChIP. ChIP was performed as described (Jauregui-Lozano et al., 2021) with the following modification: 1 µg *Drosophila* chromatin (with 50 ng *Saccharomyces* spike-in chromatin) was used to enable us to normalize our signal to this internal control (Chen et al., 2015). Spike-in factors are reported in Table S3. Chromatin was incubated with 1 µg of each of the following antibodies: anti-acetylated H3-Lys14 (rabbit, 07353, Millipore), anti-H3 (rabbit, ab1791, Abcam) at 4°C overnight with rotation. Immunoprecipitated protein-DNA complexes were incubated with 25 μl Dynabeads protein G (10004D, ThermoFisher Scientific) for 4 h at 4°C. Protein–DNA complexes were eluted from the magnetic beads with Elution buffer (1× TE, 1% SDS, 250 mM NaCl), treated with RNAse A (EN0531, ThermoFisher Scientific) at 37°C for 30 min and with Proteinase K (AM2546, ThermoFisher Scientific) at 55°C overnight. DNA purification, quantification, and input fragment size determination were performed as previously described (Jauregui-Lozano et al., 2021). Three biological replicates were performed for ChIP-seq experiments. ChIP-seq libraries were generated from 1 ng input and 0.5 ng ChIP DNA using an Ovation Ultralow library system (NuGEN) with unique dual indices for multiplexing.

### ChIP-seq analysis

Reads were trimmed using Trimmomatic (v0.38) to filter out low quality reads and remove adapter contamination. Quality trimmed reads were mapped to the *D. melanogaster* genome (BDGP6.99) and *S. cerevisiae* (S288C) genome using Bowtie2 (v2.3.5.1) using -sensitive settings. For H3K14ac signal, spike-in factors were calculated as described (Orlando et al., 2014) (reported in Table S3) and used to generate normalized bigwig files using deepTools (v3.1.1) bamCoverage subpackage, generating reference-adjusted reads per million (RRPM). Metaplots and genomic distribution heatmaps were made with deepTools (v3.1.1) subpackages: computeMatrix, plotHeatmap and plotProfile. The Integrative Genomics Viewer (IGV) was used to generate single gene examples shown.

### Immunostaining

Embryos were dechorionated with bleach and crosslinked with 4% formaldehyde in PEM buffer (0.5 M PIPES, 5 mM MgCl_2_, 5 mM EGTA, pH 6.9) in 2 ml heptane, while vortexing at medium speed for 20 min. Embryos were devitellinized in methanol/heptane and kept at −20C until needed. Embryos were immunostained as in Rothwell and Sullivan (2007) using anti-H3K14ac (1:200; rabbit, 07353, Millipore), anti-HA (1:200; rat, 11867423001, Roche), anti-FLAG (1:200; rabbit, F7425, Sigma-Aldrich), anti-*Drosophila* Chiffon-C (1:200; rabbit), Alexa Fluor 488- and Alexa Fluor 568- conjugated secondary antibody (1:400; goat, Thermo Fisher Scientific). Cell nuclei were stained using 1 µg/ml DAPI. Embryos were staged according to the number of nuclei stained by DAPI. Images were taken using a Leica DM6B fluorescent microscope equipped with CTR6-LED and DFC450 digital camera. Acetylation levels were determined as average sum intensity values for fluorescence comparing GFP (mutant embryo) with the non-GFP embryo (WT homozygous sibling) using ImageJ software. Multiple sections were examined for each embryo (*n*≥3), and single optical sections are shown for each representative image.

### Cloning and purification of recombinant Gcn5 core complex from Sf21 insect cells

Coding sequences for Ada2b-PA, Gcn5, Ada3 and Sgf29 were cloned into pBACPAK8 vectors with the addition of an N-terminal His-FLAG epitope-tag for Ada2b-PA, and expressed in Sf21 cells infected with Baculovirus as previously described (Stephenson et al., 2015).

### Western blotting

The following antibodies were used for western blot analysis: anti-Gcn5 (1:1000; rabbit), anti-Ada3 (1:3000; rabbit), anti-Sgf29 (1:500; rabbit), anti-FLAG M2-peroxidase (HRP) (1:5000; A8592, Sigma-Aldrich).

### qRT-PCR

qRT-PCR analysis for mRNA levels of Chiffon-A or Chiffon-B during the early developmental stage was performed on RNA isolated from single embryos collected 0–3 h AEL using a Direct-zol RNA Micro-prep kit (R2062, Zymo Research). Relative expression for each gene was normalized to *RpL32*. Primers are listed in Table S5.

### Germline clone analysis

*hsFLP/Y; ovoD1, FRT40A/Cy* males were crossed to females of the indicated genotype, e.g. *chiffon^ETBE3^, FRT40A/CyO* that were homozygous for rescue transgene on chromosome 3 (see Table S3 for genotypes). Progeny were heat shocked for 2 h on two subsequent days 3–4 days AEL, and non-CyO females were selected and crossed with WT (*w^1118^*) males to assess fertility and embryo hatch rates. Non-production of eggs, hatched and non-hatched embryos were counted for individual female progeny (*n*). Unhatched embryos were defined as failure to produce first-instar larvae >26 h AEL.

### Antibody production

The Chiffon-C polyclonal antibody was generated against His-tagged 1400–1695 aa C-terminal recombinant Chiffon protein expressed in *Escherichia coli* injected into rabbits. The rabbit serum was affinity purified against GST-tagged recombinant Chiffon C-terminal domain and used for immunostaining as described.

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

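Only the *Ada2b* RNA-seq experiment was analysed here, with 20 libraries from 5 genotypes and 4 replicates per genotype. Each replicate was a pool of 6 embryos at stage 12–14 (8–11 h after egg laying), and each library was made from 25 ng of RNA. The *chiffon* RNA-seq, the genome-wide histone data and the other experiments of the paper were not analysed here.

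The deposited values are counts of reads per gene. The authors trimmed the reads with Trimmomatic (v0.38), mapped them with HISAT2 (v2.0) and made these counts with htseq-count (v0.11.1). Normalization with RUVSeq (v1.26.0), the filter on low counts and the removal of rRNA genes came after this step and are not part of the deposited counts. The table lists 17807 genes, 2 transgenes (GFP and Gal4) and 5 summary values of htseq-count, which were left out of the tests. Of the gene identifiers, 17710 matched the Ensembl annotation (release 115) used for symbols and positions, while the authors used release 99. The column names stand 1 column to the right of the values, so the columns were assigned by their order.

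Counts were analysed in R (4.3.3) with edgeR (4.0.16). All 138 rRNA genes were removed, genes were filtered with edgeR's filterByExpr on the 5 genotypes, and 10904 genes were tested. Libraries were normalized by TMM. As the authors normalized by replicates with RUVSeq, 1 factor of unwanted variation was estimated from the deviations of replicates from their genotype's mean, on the log of the TMM-normalized counts plus 1, and added to the model. The factor was computed by code written after RUVSeq's RUVs. The paper's text names neither the number of factors nor edgeR's test, and quasi-likelihood tests were used. Each SE of a log2 fold change is its absolute value divided by the square root of the test's F statistic. It was not estimated separately and has no meaning where both groups have 0 counts. A gene was called when the FDR (Benjamini-Hochberg) was under 0.05 and the log2 fold change at least 0.5 in the same direction against both WT controls. The paper's limit on fold change was read as one on the log2 scale. *Ada2b* DEGs were divided by whether they were also called in PA or PB embryos in the direction of the null, and the extent of the change relative to the null, which the paper's description of the classes includes, was not used. The model and test were checked on simulated data with 200 changed genes at a 4-fold change among 10672 genes. They called 199 of the changed genes and 0 unchanged genes, and 148 changed genes without the factor. The simulation used 1 dispersion for all genes, changed only well-counted genes and drew the unwanted factor independently of genotype. It therefore tested the code and not the power in these data. With real counts thinned 4-fold in the null libraries alone, 62.5% of the thinned genes were called.

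PCA and distances used log2 CPM with a prior count of 2. Distances were compared with exact permutation tests over all splits of the libraries, and scores per library with 2-sided exact permutation tests. The counting depth per library ran from 1665636 to 35678749, which sets the smallest detectable share at a CPM of 0.0841 to 1.80. The genes named are *Ada2b*, the subunits of Fig. 1A, the 3 genes with the largest change in each direction among *Ada2b* DEGs whose null values lay outside the controls after removal of the factor, the 2 with the largest change in each direction in the CHAT, SAGA/ADA and cooperative classes, and called genes of lists written by hand. Exceptions are stated where they are named. Replicates of different genotypes with the same number came from different pools of embryos and were not treated as pairs, apart from 1 alternative. Alternatives changed the normalization, the filter, the number of factors, the test, the thresholds, the controls, the libraries in the fit, the prior count and the rule for classes. DESeq2 (1.42.0) was used for size factors and for its Wald test.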

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

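All tests in these paragraphs were chosen after the results had been seen. Libraries were compared within groups of 4 for 6 measures, and a library far from the other 3 was found in 2 of 30 groups, where chance gives 1.5.

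PB replicate 4 had 33363718 counts on genes, far above the other PB libraries (1665636 to 5850673). With this library left out, 615 genes were PB DEGs in place of 82. The number of PB DEGs also moved when another PB library was left out, to 433 without PB replicate 1, 16 without PB replicate 2 and 271 without PB replicate 3. CHAT-unique genes numbered 45 without PB replicate 4, 99 without PB replicate 1, 1 without PB replicate 2 and 110 without PB replicate 3, in place of 17, so PB replicate 4 is not the only library on which the PB results depend. Whether it differs for a technical or a biological reason was not tested, and the design gives no condition that sets it apart.

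PA replicate 1 had 7.16% of its counts on rRNA genes (95% Wilson interval from 7.14% to 7.18%, which covers counting error only), against 2.29% to 2.38% in the other PA libraries. Removing the rRNA genes takes these counts out before testing. Leaving out PA replicate 1 gave 7 PA DEGs in place of 10, and keeping the rRNA genes in the fit also gave 10. No biological explanation for the higher share was tested.

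The table also counts reads on 2 transgenes that the paper does not analyse. The largest GFP count in a library was 51 and the largest Gal4 count was 105. GFP had 0 counts in 10 libraries and Gal4 in 7, and both were found in null as well as WT libraries. If depth alone set the Gal4 counts they would follow the total counts, but Spearman's rho was 0.319 across the 20 libraries (permutation test, p = 0.169) and Pearson's r 0.00598 (permutation test, p = 0.98, adjusted p = 0.98 over 4 relations). Within genotypes Pearson's r was 0.108, and without the 2 libraries farthest from the median total it was 0.0763. The paper states that embryos for RNA-seq were picked by hand for GFP signal. A count of 0 therefore does not show a library of embryos without the transgenes.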

How the results depend on the processing

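The alternatives below were set before the data were examined, except those said to be chosen after seeing the data. A count is called unchanged when it stayed within 1.5 times the value reported. The causes of the changes were not tested.

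The number of *Ada2b* DEGs (294) was unchanged with either other limit on the fold change, with no such limit, with the filter on CPM, with rRNA genes kept, without the factor of unwanted variation and with 3 factors. Genes lower in the null outnumbered those higher in the null under every alternative run. The separation of the null from the controls kept its side of the threshold in all 8 alternatives, with a pseudo-F between 3.46 and 4.70 and p between 0.00202 and 0.0182 (exact permutation tests).

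With the 8 controls pooled as 1 group mean there were 631 *Ada2b* DEGs, 79 PA DEGs, 1163 PB DEGs, 194 CHAT-unique, 9 cooperative and 428 redundant genes, and 3 subunit genes of Fig. 1A were called in place of 0. With DESeq2's size factors in edgeR there were 137 *Ada2b* DEGs, 7 CHAT-unique, 0 cooperative and 130 redundant genes, with 2 DEGs between PA and PB and 29 between null and PA. With DESeq2's Wald test there were 762 *Ada2b* DEGs, 689 PA DEGs, 958 PB DEGs, 172 CHAT-unique, 4 SAGA/ADA-unique, 24 cooperative and 562 redundant genes, and 4 subunit genes. The same test gave 1428 DEGs between PA and PB, 1455 between null and PA, 485 between null and PB and 53 between WT and PA+PB. With edgeR's likelihood ratio test there were 452 *Ada2b* DEGs, 201 PA DEGs, 500 PB DEGs, 87 CHAT-unique, 2 SAGA/ADA-unique and 4 cooperative genes, with 644 DEGs between PA and PB, 545 between null and PA and 130 between null and PB.

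Without a filter on low counts there were 56 *Ada2b* DEGs, 6 CHAT-unique, 0 cooperative and 50 redundant genes, with 8 DEGs between PA and PB and 32 between null and PA. With only the groups compared in the fit there were 784 *Ada2b* DEGs, 51 PA DEGs, 14 PB DEGs, 7 CHAT-unique, 7 SAGA/ADA-unique and 769 redundant genes and 2 subunit genes, with 0 DEGs between PA and PB, 1066 between null and PA, 6 between null and PB and 7 between WT and PA+PB. Without the factor of unwanted variation there were 18 PA DEGs and 130 PB DEGs, with 615 DEGs between null and PA, 86 between null and PB and 1 between WT and PA+PB.

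With 2 factors there were 495 *Ada2b* DEGs, 25 PA DEGs, 450 PB DEGs and 157 CHAT-unique genes and 2 subunit genes, with 26 DEGs between PA and PB, 583 between null and PA and 25 between null and PB. With 3 factors there were 129 PA DEGs, 240 PB DEGs, 73 CHAT-unique, 3 SAGA/ADA-unique and 6 cooperative genes, with 158 DEGs between PA and PB, 831 between null and PA, 201 between null and PB and 4 between WT and PA+PB. The mean difference between PB and PA libraries at redundant genes was 1.40 with 2 factors and 1.05 with 3, and at all *Ada2b* DEGs 1.66 and 1.14, each with p = 0.0286 (exact permutation tests) in place of 0.0571. Over all 10 alternatives this p ran from 0.0286 to 0.0857 (exact permutation tests). The exchange of controls cannot move this difference. The distance between PA and PB had p = 0.0286 (exact permutation tests) with 2 factors (1.89), 3 factors (1.47) and genes scaled to unit variance (1.00), and p ran to 0.257 over its 8 alternatives (exact permutation tests). The ratio of this distance to the shortest distance from PA or PB to another genotype, 1.18, was reversed with 3 factors (0.931) and stayed above 1 in the other 7 alternatives.

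When a gene was counted as misexpressed if it differed from either control, 78 genes were CHAT-unique. When a gene was counted as restored only if it differed from the null, 107 were CHAT-unique, 183 cooperative and 4 redundant.

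Replicates with the same number came from different pools, and the deviations of same-numbered libraries had a mean correlation of -0.0068 over 40 pairs, against 0.0032 for libraries with different numbers. With the replicate number as a replicate block there were 219 *Ada2b* DEGs in place of 294, 5 PA DEGs, 42 PB DEGs and 0 cooperative genes, with 0 DEGs between PA and PB, 122 between null and PA, 8 between null and PB and 1 between WT and PA+PB. The difference between PB and PA libraries was 1.41 at redundant genes and 1.45 at all *Ada2b* DEGs (exact permutation tests, p = 0.0286).

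The other alternatives were chosen after seeing the data. With only genes that had at least 1 count in every library there were 17 *Ada2b* DEGs, 12 lower and 5 higher in the null. The same setting gave 157 PA DEGs, 160 PB DEGs, 5 CHAT-unique, 2 cooperative and 10 redundant genes. With only the groups compared and no factor there were 1286 *Ada2b* DEGs, 47 PA DEGs, 15 PB DEGs, 4 CHAT-unique, 7 SAGA/ADA-unique, 2 cooperative and 1273 redundant genes. The likelihood ratio test with no factor gave 416 PA DEGs, 383 PB DEGs, 69 CHAT-unique, 2 SAGA/ADA-unique and 6 cooperative genes. With counts normalized by RUV in the fit, 1 factor gave 144 PA DEGs, 462 PB DEGs, 102 CHAT-unique, 4 cooperative and 127 redundant genes. In the same fit, 2 factors gave 537 *Ada2b* DEGs, 583 PA DEGs, 1459 PB DEGs, 335 CHAT-unique, 3 SAGA/ADA-unique, 25 cooperative and 174 redundant genes, and 3 factors gave 777 *Ada2b* DEGs, 1399 PA DEGs, 1341 PB DEGs, 276 CHAT-unique, 21 SAGA/ADA-unique and 127 cooperative genes. With 4 factors in the model there were 637 PA DEGs, 441 PB DEGs, 97 CHAT-unique, 3 SAGA/ADA-unique and 8 cooperative genes, and with 5 factors 460 *Ada2b* DEGs, 756 PA DEGs, 642 PB DEGs, 147 CHAT-unique, 8 SAGA/ADA-unique and 14 cooperative genes.

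Across the 20 fits that each left out 1 library, the number of *Ada2b* DEGs ran from 25 to 454, PA DEGs from 4 to 140, PB DEGs from 16 to 615, CHAT-unique genes from 1 to 110, SAGA/ADA-unique genes from 0 to 1, cooperative genes from 0 to 12, redundant genes from 24 to 430 and subunit genes from 0 to 2. DEGs between PA and PB ran from 0 to 234, between null and PA from 23 to 649, between null and PB from 2 to 395 and between WT and PA+PB from 0 to 3. The difference between PB and PA ran from 0.54 to 1.51 at redundant genes and from 0.64 to 1.76 at all *Ada2b* DEGs, the distance between PA and PB from 1.86 to 2.39, its ratio from 1.06 to 1.42 and the pseudo-F from 2.98 to 4.79.

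Among shares, variances and fold changes of named genes, 103 values across these fits became weaker, 5 stronger and 8 moved, with 464 unchanged, and under the other alternatives 18 became weaker, 3 stronger and 11 moved, with 161 unchanged. The median standard error of the log2 fold change against the 8 controls was 1.02 in the null, 1.17 in PA and 1.10 in PB over all genes tested, and 0.40, 0.38 and 0.38 at the *Ada2b* DEGs. In the library with the fewest counts, PB replicate 1, genes under a CPM of 1.80 fall under a floor of 3 counts, so that decreases of such genes were not detectable in it.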

Differences from the paper's values

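The paper gives 2111 DEGs between *Ada2b* and WT, and 294 were found here. None of the alternatives set before the data were examined brought the count within 1.5 times the paper's value. Among them the count was highest with only the groups compared in the fit, at 784. Among the alternatives chosen after seeing the values it was highest with only the groups compared and no factor of unwanted variation, at 1286.

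The paper states that its DEGs correspond to 22% of all expressed genes, and the share here was 2.70% of the genes tested. None of the alternatives set before the data were examined closed this difference, and the highest share computed was 6.988% with DESeq2's Wald test among these and 7.13% with 3 factors in RUV-normalized counts, which was chosen after seeing the values.

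For unique regulation by SAGA/ADA the paper gives 54 genes and 0 were found here, with 1 gene at an unadjusted p under 0.05. The highest count was 7 among the alternatives set before the data were examined and 21 among those chosen after seeing the values, and none of them closed the difference. For unique regulation by CHAT the paper gives 514 genes and 17 were found here. The highest count was 194 among the alternatives set before the data were examined, with the controls pooled, and 335 among those chosen after seeing the values, with 2 factors in RUV-normalized counts, and none of them closed the difference.

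For cooperative regulation the paper gives 184 genes and 1 was found here, by a rule without the paper's condition that the change be smaller than in the null, and 0 with it (9 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, only the rule that counts a gene as restored when it differs from the null gave a count within 1.5 times the paper's, with 183 genes, and the others did not. These are genes not called different from the null in PA or PB, where 15 genes in all passed between null and PB, and this is not the paper's definition of the class. With 3 factors in RUV-normalized counts, chosen after seeing the values, the count was 127, also within 1.5 times the paper's. For redundant regulation the paper gives 1359 genes and 276 were found here. None of the alternatives set before the data were examined closed this difference. With only the groups compared and no factor, chosen after seeing the values, the count was 1273, within 1.5 times the paper's value.

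The paper states that PA and PB embryos grouped more closely to each other than to the null or WT samples. Here PA and PB were 1.99 apart, while PA was 1.69 from WT and PB was 1.78 from the null. Net of the spread between replicates, PB was 1.33 from PA and 1.34 from the null, its shortest distances, while PA was 1.17 from PA+PB and 1.21 from WT. Among the alternatives for the distance itself, only with 3 factors of unwanted variation was the distance between PA and PB, 1.47, shorter than those from either to another genotype. The heatmap in Fig. 1F shows redundantly regulated genes that are higher and genes that are lower in the null, and all 276 found here were lower. The highest number of redundantly regulated genes that were higher in the null was 41 among the alternatives set before the data were examined, with only the groups compared, and 99 with only the groups compared and no factor, the latter chosen after seeing the values. The paper reports regionalization among the processes enriched at redundantly regulated genes, and 1 of 51 patterning genes tested here was redundantly regulated. The paper reports gene silencing and protein folding among the processes enriched at genes regulated by CHAT or cooperatively, and 0 of 36 silencing genes and 0 of 29 chaperone genes were in these classes here, while 12 and 3 of them had an unadjusted p under 0.05 in the null. With 0.059 and 0.048 genes expected by chance, these counts of 0 do not show an absence of enrichment. As a group, the silencing genes had a median log2 fold change of -1.72 in PB against the 8 controls, below all of 10000 lists matched on expression, with 30 of 36 lower, and -0.40 in PA. In the null it was -2.11, also below all lists. Matched lists leave out the spread between libraries: medians of single libraries ran from -4.60 to -0.29 in PB and from -1.37 to 1.66 in PA+PB. With 3 factors of unwanted variation the PB median was -0.59. The chaperones were higher in PB (1.34, percentile 99.99), and also in the null (0.98, percentile 100) and PA (0.91, percentile 99.92). The patterning genes were higher in the null (0.66), PA (1.38) and PB (1.18), each at percentile 100. Neither rise was specific to 1 genotype. GO terms themselves were not analysed here.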

Other observations

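The tests of position near the centromeres, of the median shift and of the first component were chosen after the results had been seen. The list of maternal and germline genes was written after bcd and genes of the piRNA pathway had been seen among the *Ada2b* DEGs, but before its own test.

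Other splits of the libraries were compared with the real one. Labels of the null, PA or PB libraries were exchanged with those of the controls within replicate numbers, so that the other splits part as many same-numbered libraries, and 100 of the 648 such splits were drawn. In each case 1 of the 100 splits, the real one, gave as many DEGs as found, both with and without the factor of unwanted variation. The other splits had a median of 0 genes, with at most 2 for the null, 2 for PA and 23 for PB with the factor. For pairs of genotypes only 8 splits part all same-numbered libraries, too few to reach a share under 0.05. As many DEGs as between PA and PB were found in 5 of these 8 splits, and up to 387 genes in one of them. For null against PA, null against PB and WT against PA+PB, 1 of 8 splits gave as many.

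Several explanations of the *Ada2b* DEGs were tested. The male-specific roX1 and roX2 RNAs were outside the range of the controls in 4 of 8 null values, so a different share of male embryos in the pools could not be ruled out. The total counts of 0 of the 4 null libraries lay outside the range of the 8 controls, but this range cannot decide on library size, since all 4 were above every PA+PB library and 3 were under every WT library. DEGs were not more frequent on chromosome 3, which carries the *Ada2b* alleles (2.43% of genes tested there and 2.93% elsewhere, 1-sided Fisher's exact test, p = 0.951). Cuticle genes (Cpr and Twdl), which rise late in embryogenesis, had a median log2 fold change of -1.32 in the null, below all of 10000 lists matched on expression (percentile 0), so that a difference in developmental stage of the pools may contribute to the DEGs. Relative to the median of all genes, the cuticle genes were lower in the null and in PA and higher in PB under all 6 ways of scaling the libraries, from -1.45 to -0.16, from -3.96 to -0.061 and from 0.59 to 3.18. A difference in stage between the pools and a slower development of the mutants cannot be told apart here.

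Among 37 maternal and germline genes, 9 were *Ada2b* DEGs and 30 were lower in the null. Their median log2 fold change was -2.15 in the null, again below all 10000 matched lists (percentile 0), -1.50 in PB and -0.35 in PA. Relative to all genes it lay between -2.20 and -1.46 in the null, -1.96 and -1.41 in PB and -0.46 and -0.049 in PA under 6 ways of scaling. Low expression with dropouts leaves this unexplained, since the list's median differed by -1.82 from that of lists matched on expression. Less maternal or germline RNA in the null pools is a candidate explanation of part of the DEGs, found and tested on the same data. Maternal RNA is lost and cuticle genes rise as embryos develop, so that 1 shift in stage would move the lists in opposite directions, and in the null both were lower. In PB the medians were in opposite directions (3.385 for the cuticle genes), and whether the stage of the PB pools contributes to the PB results was not tested further.

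All *Ada2b* DEGs were lower in the null. A uniform shift between null and controls, taken as the median change (-0.22), did not by itself give this direction. With the null libraries rescaled to a median change near 0 there were 69 DEGs in place of 294, again all lower. Rescaling moves all genes of a library alike, so it cannot exclude a bias of scaling that differs with expression. The median log2 CPM was 7.52 at the DEGs and 3.09 at other genes. With only genes counted in every library tested, 12 DEGs were lower and 5 higher in the null. Falls and rises made by thinning counts 4-fold were called at similar rates (63.7% and 59.9%, a ratio of 1.06). The share of redundant genes was also tested for low power in the PA and PB libraries. When counts were thinned 4-fold in null, PA and PB libraries alike, 33.3% of the genes called in the null were placed among the redundant genes, with 44.05% cooperative, 15.6% CHAT-unique and 7.02% SAGA/ADA-unique, against 93.9% redundant among the real DEGs. Equal loss in both isoforms was thus called CHAT-unique more often than SAGA/ADA-unique. When counts were thinned in null and PB alone, 36.95% of the genes called were placed among the redundant genes, and when thinned in null and PA alone 42.75%. Low power may place a gene with loss in 1 or both isoforms among the redundant genes, though less often than found. Changes smaller than 4-fold were not tested.

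The PA and PB libraries detected fewer genes than the null, and at equal depth so did all WT and PA+PB libraries. At equal depth 6 of the 8 null and WT libraries still detected more genes than every PA and PB library, and 7 of the 8 PA and PB libraries had a smaller share of genes with 1 to 9 counts than every null and WT library. All 4 null libraries were among these 6, so fewer counts on genes do not account for the difference from the null. WT replicate 2 and WT replicate 4 detected fewer genes than PB replicate 4. PB replicate 4 was also the exception in the share of genes with few counts, and few molecules amplified into each library are left open as an explanation. Before the factor of unwanted variation was removed, the first component followed the number of genes detected, with Pearson's r of -0.948 over 20 libraries and -0.933 within genotypes (permutation tests, p = 1e-05, the smallest these permutations can give, adjusted p = 2e-05 over 4 relations), Spearman's rho of -0.916 and -0.923 for Pearson's r without the 2 libraries farthest from the median. The factor itself followed the number of genes detected (Pearson's r = 0.902 over 20 libraries and 0.908 within genotypes, Spearman's rho = 0.886, permutation tests, p = 1e-05, and r = 0.889 without the 2 farthest libraries). The lower correlation after its removal (Pearson's r = 0.141, permutation test, p = 0.552, Spearman's rho = 0.283, permutation test, p = 0.227, and r = 0.369 without the 2 farthest libraries) was therefore largely fixed in advance and does not show that the number of genes detected no longer matters. Over the 8 PA and PB libraries, the larger PB than PA effect at *Ada2b* DEGs did not follow the number of genes detected (Pearson's r = 0.0207, exact permutation test, p = 0.959). Spearman's rho was 0.0952 (exact permutation test, p = 0.84), and Pearson's r was 0.318 without the 2 libraries farthest from the median. This effect was scored after the factor was removed, so that a low correlation was partly fixed in advance here too. For this reason, and with only 8 libraries, sparser PB libraries cannot be excluded as a source.

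Genes near the centromeres (chromosome 2L from 22 Mb, 2R up to 6 Mb, 3L from 22 Mb, 3R up to 5 Mb and X from 22 Mb) or on chromosome 4 were examined because Marf1, CG41099, mael and BoYb lie in these windows. *Ada2b* DEGs were not more frequent there (2.82% and 2.70% elsewhere, 1-sided Fisher's exact test, p = 0.483). PB DEGs were, with 14 of 426 genes (3.29%) against 0.643% elsewhere (1-sided Fisher's exact test, p = 2.76e-06), and all 14 were lower in PB. Sets of other genes matched on expression and length held at most 9 such genes in 10000 draws (p = 1e-04, the smallest these draws, a permutation test, can give). The excess was also found without PB replicate 4 (70 genes, 1-sided Fisher's exact test, p = 2.52e-16) and without the factor of unwanted variation (24 genes, 1-sided Fisher's exact test, p = 1.58e-10). Of the 10 PA DEGs, 2 lie in these windows (1-sided Fisher's exact test, p = 0.0562), as do 3 of the 18 CHAT-unique or cooperative genes (1-sided Fisher's exact test, p = 0.0317), so that 4 sets were tested without adjustment, and whether PA and PB differ in this was not tested. All 14 genes were also lower in PA, which keeps CHAT, with log2 fold changes against the 8 controls from -10.17 to -0.98, and at 13 of them the null, which lacks CHAT, was closer to the controls than PB. These values do not single out loss of CHAT, and the excess in PB was found and tested on the same data. Reads shared between copies of transposons in these genes and a lower share of maternal RNA were not tested as alternatives.

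*Ada2b* DEGs had a median exonic length of 3490 bases against 1976 for other genes tested, and a median log2 CPM of 7.52 against 3.09.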
